# The *Drosophila* brain on cocaine at single-cell resolution

**DOI:** 10.1101/gr.268037.120

**Published:** 2021-10

**Authors:** Brandon M. Baker, Sneha S. Mokashi, Vijay Shankar, Jeffrey S. Hatfield, Rachel C. Hannah, Trudy F.C. Mackay, Robert R.H. Anholt

## Abstract

Whereas the neurological effects of cocaine have been well documented, effects of acute cocaine consumption on genome-wide gene expression across the brain remain largely unexplored. This question cannot be readily addressed in humans but can be approached using the *Drosophila melanogaster* model, where gene expression in the entire brain can be surveyed at once. Flies exposed to cocaine show impaired locomotor activity, including climbing behavior and startle response (a measure of sensorimotor integration), and increased incidence of seizures and compulsive grooming. To identify specific cell populations that respond to acute cocaine exposure, we analyzed single-cell transcriptional responses in duplicate samples of flies that consumed fixed amounts of sucrose or sucrose supplemented with cocaine, in both sexes. Unsupervised clustering of the transcriptional profiles of a total of 86,224 cells yielded 36 distinct clusters. Annotation of clusters based on gene markers revealed that all major cell types (neuronal and glial) as well as neurotransmitter types from most brain regions were represented. The brain transcriptional responses to cocaine showed profound sexual dimorphism and were considerably more pronounced in males than females. Differential expression analysis within individual clusters indicated cluster-specific responses to cocaine. Clusters corresponding to Kenyon cells of the mushroom bodies and glia showed especially large transcriptional responses following cocaine exposure. Cluster specific coexpression networks and global interaction networks revealed a diverse array of cellular processes affected by acute cocaine exposure. These results provide an atlas of sexually dimorphic cocaine-modulated gene expression in a model brain.

Cocaine use presents a significant socioeconomic health problem (Kariisa et al. 2019; Substance Abuse and Mental Health Services Administration 2019). Although cocaine use results in arousal and euphoria, side effects include accelerated heart rate, mood swings, difficulty sleeping, loss of appetite, and cognitive distortions. Escalated consumption of cocaine can result in psychosis, cardiovascular disease, and stroke.

The propensity for cocaine use depends on genetic and environmental factors. Whereas much is known about the neurological effects of cocaine, information about genetic variants that are associated with variation in individual susceptibility to psychostimulant use remains incomplete. Furthermore, little is known about acute effects of cocaine consumption on genome-wide gene expression across the brain.

*Drosophila melanogaster* presents an advantageous model system for systems genetic analyses of cocaine consumption (Kaun et al. 2012). Flies can be reared rapidly in large numbers at low cost in defined genetic backgrounds and under controlled environmental conditions, and about 75% of disease-causing genes in humans have fly orthologs (Pandey and Nichols 2011). The crystal structure of the *Drosophila* dopamine transporter has been obtained and its binding site can accommodate cocaine (Wang et al. 2015). Exposure of cocaine elicits motor responses that resemble behaviors observed in rodents, and flies develop sensitization to repeated intermittent exposure to cocaine (McClung and Hirsh 1998; Filošević et al. 2018). Dopamine (Bainton et al. 2000), the dopamine transporter (DAT) (Wu and Gu 2003) and the serotonin transporter (SerT) (Corey et al. 1994; Demchyshyn et al. 1994; Borue et al. 2009, 2010) have been implicated in mediating cocaine-induced behaviors in flies (Li et al. 2000; Simon et al. 2009). Consistent with the actions of these neurotransmitters, overexpression of the vesicular monoamine transporter in both dopaminergic and serotonergic neurons decreases the response to cocaine (Chang et al. 2006). Thus, fundamental neural mechanisms affected by exposure to psychostimulants are conserved across phyla, from flies to humans.

Studies on inbred wild-derived, fully sequenced lines of the *Drosophila melanogaster* Genetic Reference Panel (Mackay et al. 2012; Huang et al. 2014) identified candidate genes associated with variation in consumption and development of preference for cocaine and methamphetamine (Highfill et al. 2019). Targeted RNA interference (RNAi) of gene expression implicated dopaminergic neurons and the mushroom bodies, central brain structures associated with experience-dependent modification of behavior, with consumption and development of preference for these psychostimulants (Highfill et al. 2019). However, RNAi-mediated reduction in expression of candidate genes in glia also affected cocaine consumption, suggesting that widespread brain regions contribute to cocaine-associated behavioral phenotypes. The present study aims to delineate the effects of acute cocaine consumption on genome-wide gene expression across the *Drosophila* brain.

## Results

### Cocaine consumption causes behavioral impairments

To assess the effects of acute cocaine exposure on fly behavior, we allowed males and females to ingest a fixed amount of sucrose or sucrose supplemented with cocaine within a maximal 2-h time period. We measured negative geotaxis, an innate locomotor behavior, to assess locomotion impairments, and startle behavior as a measure of sensorimotor integration (Fig. 1; Supplemental Table S1). Male flies exposed to cocaine took longer to climb in the negative geotaxis assay than control flies, whereas females appeared unaffected (Fig. 1A). Both male and female flies exposed to cocaine spent less time moving after being subjected to a mechanical disturbance (Fig. 1B; Supplemental Video S1). The average reduced locomotor activity in both assays might result from excessive grooming behavior in a fraction of male flies exposed to cocaine (Fig. 1C,D; Supplemental Video S2). In addition, we observed seizures in a small percentage of flies after cocaine intake during the negative geotaxis assay (Supplemental Video S3). Seizures rarely occurred in controls (Fig. 1C,D). Collectively, these experiments provide evidence that acute exposure to cocaine results in neurological impairments.

**Figure 1.**
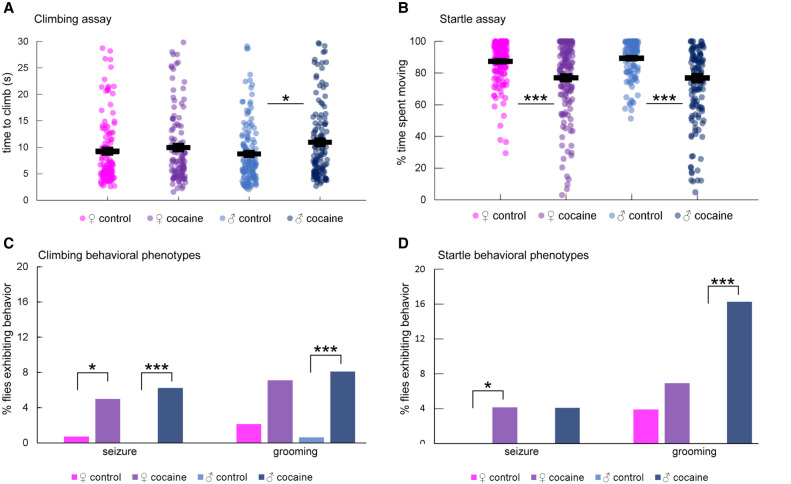
Behavioral characterization of Canton S (B) flies after cocaine exposure. (*A*) Negative geotaxis. The 7.5-cm climb time for each fly was measured. *n* = 120 (♀control), 114 (♀cocaine), 141 (♂control), 128 (♂cocaine). Horizontal lines represent means with standard error. Male flies exposed to cocaine took longer on average to climb compared to controls. (*) *P* = 0.0042; two-tailed Student's *t*-test. (*B*) Startle response. The percent time out of 45 sec that each fly spent moving following a 42-cm drop was measured. *n* = 155 (♀control), 145 (♀cocaine), 120 (♂control), 123 (♂cocaine). Horizontal lines represent means with standard error. Flies exposed to cocaine spent less time moving on average than controls. For females, (***) *P* = 4.68 × 10^−6^; for males, (***) *P* = 7.62 × 10^−13^; two-tailed Student's *t*-test. (*C*) Seizures and grooming activity during negative geotaxis. The percent of flies that exhibited seizures or grooming activity during the negative geotaxis assay after exposure to cocaine was measured. *n* = 142 (♀control), 141 (♀cocaine), 166 (♂control), 161 (♂cocaine). Both females and males exposed to cocaine exhibited seizure activity more than controls. For females, (*) *P* = 0.0361; for males seizure, (***) *P* = 0.0007; Fisher's exact test. Males exposed to cocaine also exhibited excessive grooming activity more than controls (grooming: [***] *P* = 0.0007; Fisher's exact test), but females did not show statistically significant differences. (*D*) Seizures and grooming activity during the startle response. The percent of flies that exhibited seizures or grooming activity during the startle assay after exposure to cocaine was measured. *n* = 155 (♀control), 145 (♀cocaine), 120 (♂control), 123 (♂cocaine). Female flies exposed to cocaine exhibited more seizure activity than controls ([*] *P* = 0.0121; Fisher's exact test), whereas male flies exposed to cocaine exhibited more grooming activity than control ([***] *P* = 0.00001; Fisher's exact test).

### Single-cell RNA-seq reveals cocaine-modulated gene expression in neurons and glia

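Brains were dissociated into single cells, and each cell's messenger RNA was counted with unique molecular identifiers (UMIs) on the 10x Genomics platform. The 8 libraries held cells of 20 brains each, with 2 libraries for each of 4 groups: males and females that had consumed 0.53 µL of sucrose solution, alone or with cocaine at 1 µg/µL, within 2 h. Libraries are named here by the sex and treatment of their labels. The deposited matrices hold raw UMI counts per gene and cell, which the authors made with Cell Ranger 3.1. They list 88991 cell barcodes and 17481 genes, and 86223 cells had more than 300 and fewer than 2500 detected genes, the limits the authors applied. Replicates 1 and 2 held 19659677 and 27964775 UMIs (female sucrose), 28896147 and 26507012 UMIs (male sucrose), 26617586 and 37711042 UMIs (female cocaine), 20194948 and 42501010 UMIs (male cocaine). The median number of UMIs per cell ran from 1190 in male cocaine replicate 1 to 2868 in male cocaine replicate 2. Levels are given as CPM, UMIs scaled to the total of their library. UMIs were then summed over the cells of each library, over the whole brain and within each cluster of cells, so that the library was the replicate. The 4 groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Such p-values measure the spread between pools of 20 brains and not between single flies. Counts of replicate libraries differed by 26.6 times the variance of counting alone in female sucrose libraries and by 89.7 times in male cocaine libraries.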

To assess effects of cocaine consumption on brain gene expression, we analyzed single-cell transcriptional responses in duplicate samples of flies that consumed fixed amounts of sucrose or sucrose supplemented with cocaine in both males and females (Supplemental Table S2). Visualization of the resulting integrated data set using the Uniform Manifold Approximation and Projection (UMAP) nonlinear dimensionality reduction method (Becht et al. 2019) showed that no single cluster was dominated by a specific sample, sex, condition, or replicate and that there was considerable homogeneity (i.e., an even distribution of cells from samples) across the entire data set (Supplemental Fig. S1). 

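Photoreceptor-like cluster 23 held 0.949% ± 0.227 of cells in sucrose libraries and 0.467% ± 0.147 in cocaine libraries (SD, n = 4 libraries each; adjusted p = 0.33). Glia-like cluster 22 held 0.587% ± 0.152 of cells in sucrose libraries and 1.04% ± 0.585 in cocaine libraries (adjusted p = 0.38). GABAergic-like cluster 7 held 5.59% ± 0.354 of cells in sucrose libraries and 5.22% ± 0.326 in cocaine libraries (adjusted p = 0.68). The share of 0 of the 34 clusters differed between treatments in edgeR's quasi-likelihood test on cell counts, with Benjamini-Hochberg adjustment. Before adjustment 3 of the 34 had a p under 0.05, and no other tool was run on the shares. The same test called 0 clusters between males and females and 0 for an interaction of sex and treatment. Without male cocaine replicate 1, clusters 0, 1 and 3 held a lower share in cocaine libraries. Without male cocaine replicate 2, clusters 23 and 26 did. A library held 9.85% to 14.9% of all cells. The largest share of a cluster that came from a single library was 29.7%, in cluster 33. In 20 clusters at least 1 of the 10 genes that best marked the cluster also differed between treatments.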

We identified 691 differentially expressed genes in males and 322 in females following acute exposure to cocaine, of which ∼69% have human orthologs (Supplemental Table S3). 

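Summed over all cells, 458 of 9286 tested genes differed between cocaine and sucrose libraries, 317 higher and 141 lower in cocaine libraries. These genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Higher and lower genes numbered 79 and 78 without female sucrose replicate 1, 80 and 77 with sex left out of the model and 42 and 67 above a fold change of e. Cht2 (CG2054, chromosome 3L, 1752328 to 1755934), which encodes a chitinase, rose from 0.316 ± 0.158 CPM (SD, n = 4 libraries) with sucrose to 8.4 ± 3.18 with cocaine. Its log2 fold change was 4.75 (standard error 0.25, adjusted p = 1.2e-05). Ant2 (CG1683, chromosome X, 10778954 to 10786907), which encodes an ADP/ATP carrier of mitochondria, rose from 2.91 ± 0.178 to 6.71 ± 0.762 CPM, a log2 fold change of 1.31 (standard error 0.15, adjusted p = 0.0021). The cytochrome P450 gene Cyp4d2 (CG3466, chromosome X, 2176006 to 2178728) fell from 11.0 ± 2.51 to 1.84 ± 0.306 CPM (log2 fold change -2.47 (standard error 0.17, adjusted p = 8.4e-05)). The mucin gene Muc14A (CG32580, chromosome X, 16009114 to 16061722) fell from 29.9 ± 5.25 to 4.24 ± 1.67 (log2 fold change -2.73 (standard error 0.21, adjusted p = 1.2e-04)). These 4 genes were picked among called genes whose cocaine and sucrose libraries do not overlap. Positions are those of Release 6 of the genome. RNAs that mark sex moved with the treatment label in both sexes. roX1 (CR32777, chromosome X, 3857230 to 3862697), a noncoding RNA of the complex that raises X-linked expression in males, stood at 5382 ± 388 CPM in female sucrose and 5372 ± 505 in male sucrose libraries (SD, n = 2 each). In female cocaine libraries it stood at 25.3 ± 8.03 and in male cocaine libraries at 17.2 ± 2.40, a log2 fold change of -7.90 (standard error 0.19, adjusted p = 2.6e-08). Yp1 (CG2985, chromosome X, 10053811 to 10055498), a yolk protein gene of female tissues, stood at 0.243 ± 0.163 and 0.303 ± 0.0242 CPM in female and male sucrose libraries. It reached 21.1 ± 1.03 and 48.1 ± 15.6 in female and male cocaine libraries, a log2 fold change of 7.02 (standard error 0.29, adjusted p = 2.2e-06). The number of genes was 157, 208, 154 and 105 without female sucrose replicate 1, female sucrose replicate 2, male sucrose replicate 1 and male sucrose replicate 2. It was 762 without male cocaine replicate 1 and 205 without male cocaine replicate 2. It was 804 with DESeq2, 1091 with no filter on low counts and, in a fit chosen after seeing the data, 300 without both of the deepest libraries (female and male cocaine replicate 2).

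**Figure D1:**
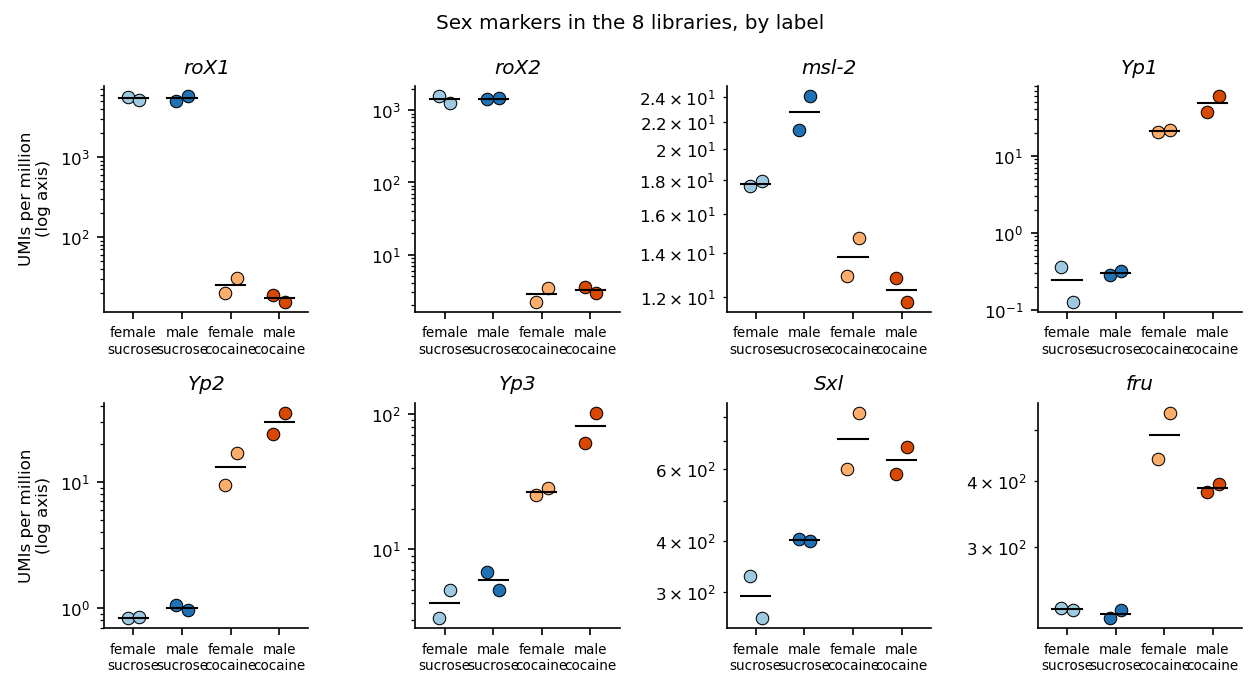
CPM of RNAs that mark sex (log axis) in each of the 8 libraries, by labelled sex and treatment. roX1 and roX2 are high in the sucrose libraries of both labelled sexes and low in the cocaine libraries of both, and Yp1, Yp2 and Yp3 run the other way. Bars are group means.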

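Compared within each sex, 22 genes differed with cocaine over the whole brain in males (10 higher, 12 lower) and 223 in females (167 higher, 56 lower). Cht2 had a log2 fold change of 5.63 (standard error 0.36, adjusted p = 9.4e-05) in males and 3.87 (standard error 0.34, adjusted p = 7.4e-04) in females. CG3706 (CG3706, chromosome X, 930931 to 932475), a gene of unknown role, fell in both, with a log2 fold change of -4.99 (standard error 0.46, adjusted p = 0.0011) in males and -4.98 (standard error 0.44, adjusted p = 7.4e-04) in females. It was counted as 193 against 6 UMIs and 205 against 7 UMIs in sucrose and cocaine libraries. Among the genes higher with cocaine, 9 were called in both sexes (0.180 expected by chance). Among those lower 11 were (0.0724 expected). Of genes called in both sexes 0 moved in opposite directions, 1 by DESeq2. Before adjustment 10 genes had a p under 0.05 in each sex with opposite signs. The shared genes include sex markers: roX2 had a log2 fold change of -8.71 in males and -8.90 in females, and Yp3 one of 3.94 and 2.79. The count in males was 47 without female cocaine replicate 1 and as many without female cocaine replicate 2, 242 without male cocaine replicate 1, 10 without male cocaine replicate 2. It was 228 with DESeq2 and 78 with only the libraries of males. Higher and lower genes in males numbered 175 and 53 with DESeq2 and 226 and 16 without male cocaine replicate 1. The count in females was 46 and 36 without female sucrose replicates 1 and 2, 94 and 97 without male sucrose replicates 1 and 2. That count was 47 without female cocaine replicate 2, 394 without male cocaine replicate 2, 757 with DESeq2 and 71 with only the libraries of females. In females higher and lower genes numbered 19 and 27 without female sucrose replicate 1, 18 and 18 without replicate 2 of that group and 527 and 230 with DESeq2.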

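Within clusters of cells, 126 genes differed with cocaine in at least 1 of the 33 clusters tested in males (102 higher, 26 lower somewhere) and 422 in females (305 higher, 117 lower). Calls had an adjusted p under 0.05 over all genes and clusters from edgeR's quasi-likelihood test on summed UMIs. In males the genes called in most clusters were the sex markers roX1 and roX2, lower in 33 clusters each. CR34335, a long noncoding RNA, was higher in 19, Dsp1, an HMG-box repressor, in 18, the yolk protein genes Yp1, Yp2 and Yp3 in 18, 14 and 18, and fru, a regulator of sexual behavior, in 11. In females mt:lrRNA, a mitochondrial ribosomal RNA, was higher in 29 clusters and Cyt-c-p, which encodes cytochrome c, in 27. Of the genes that the paper's Table S3 lists, 693 for males and 325 for females, 59 and 90 were called here in a cluster of the same sex, and 242 and 169 in the comparison over both sexes. The table was made from these libraries and is not independent evidence. By the paper's table, 68.9% of its 760 genes have a human ortholog. The count in males was 75 and 53 without male sucrose replicates 1 and 2, and 224 and 230 without female cocaine replicates 1 and 2. It was 924 and 59 without male cocaine replicates 1 and 2, and 848 with no filter on low counts. The count in females was 127 and 76 without female sucrose replicates 1 and 2, and 155 without female cocaine replicate 2. It was 880 and 908 without male cocaine replicates 1 and 2, and 1310 with no filter on low counts.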

Unsupervised clustering of the integrated data set based on the expression profiles of individual cells resulted in 36 distinct, stable clusters (Fig. 2). We assessed the stability of clustering by examining the relationship between the number of new clusters identified and the granularity resolution parameter (Butler et al. 2018). 

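Joined over the 8 libraries by reciprocal PCA anchors in Seurat, these cells fell into 17 clusters at a resolution of 0.2, 23 at 0.4, 26 at 0.6, 34 at 0.8, 38 at 1.0, 39 at 1.2, 45 at 1.6 and 51 at 2.0. The clusters at 0.8 were used throughout and held 101 to 11034 cells. Without joining the libraries, the same resolution gave 25 clusters.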

At a resolution of 0.8, the number of clusters stabilized and the resolution had to be increased significantly from this value in order to add new clusters, indicating that saturation in the diversity of expression profiles had been reached.

**Figure 2.**
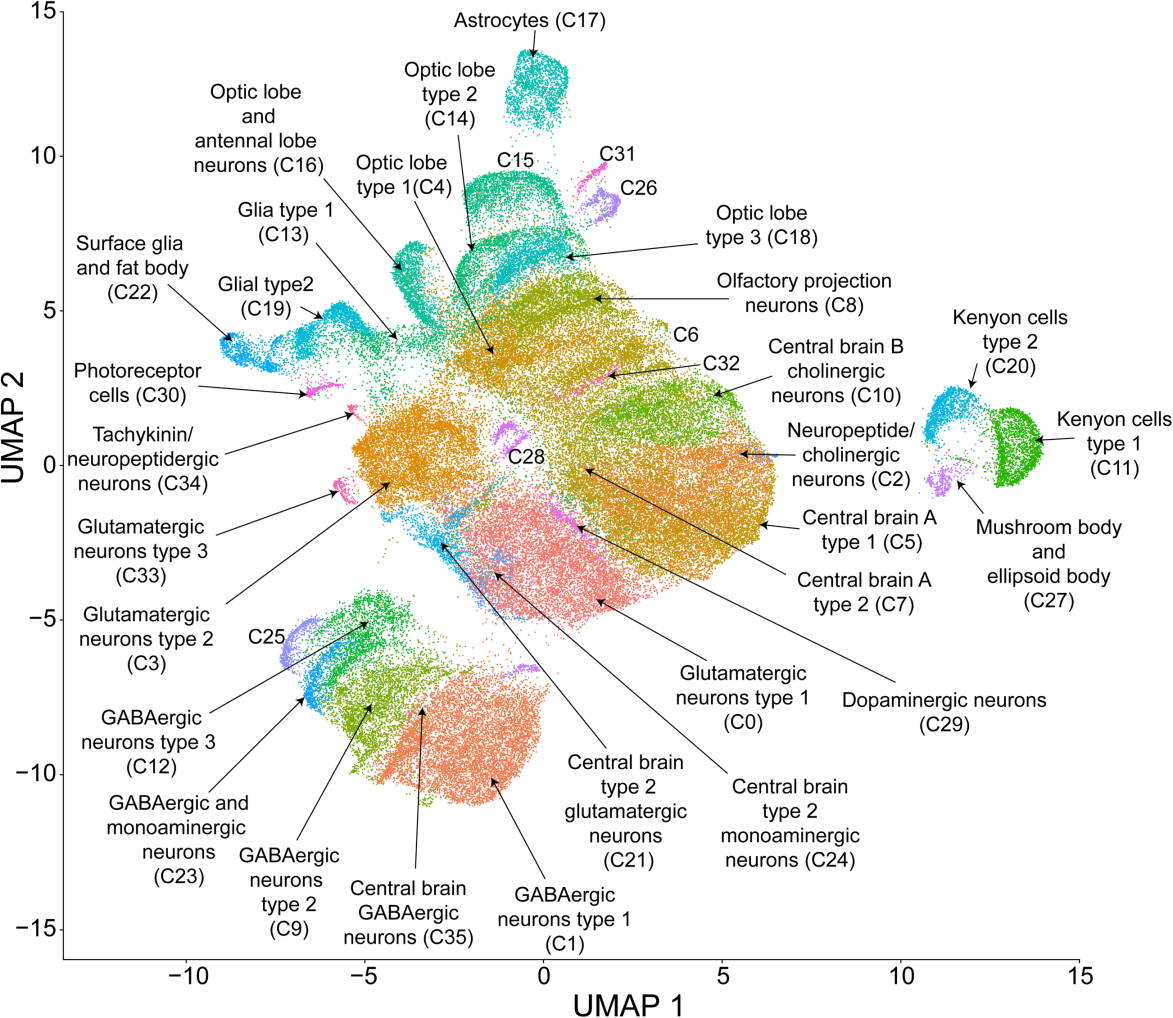
UMAP visualization and clustering of single-cell expression data. Cells were clustered based on their expression pattern using the unsupervised shared nearest neighbor (SNN) clustering algorithm. Individual dots represent each cell and the colors of the dots represent the cluster to which the cells belong. Identification of cell types from clusters was performed by cross-referencing cluster-defining genes across FlyBase (Thurmond et al. 2019) and published literature (see Supplemental Table S4).

We identified cell types corresponding to each cluster using the top marker genes from each cluster, obtained by comparing each cluster's gene expression profile against the rest of the data set and filtered by |log_e_FC| > 0.5, Bonferroni-adjusted *P*-value < 0.05. 

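Of the 34 clusters, 12 could be named from lists of marker genes. A name needed at least 3 markers of 1 cell type more than 2-fold above the other cells. It also needed at least 1 marker of that type among the cluster's 10 leading genes, with no other type having as many there. Only 2 glutamatergic markers were matched, so no cluster could be named glutamatergic. Clusters 10 and 17 were Kenyon-like, the intrinsic neurons of the mushroom bodies. Clusters 1 and 28 were optic lobe-like, cluster 7 GABAergic-like, cluster 24 peptidergic-like, cluster 27 monoaminergic-like and cluster 23 photoreceptor-like. Clusters 18, 20, 22 and 29 were glia-like. Clusters 9 and 15 also carried glial markers but expressed neuron markers at a median 0.881 and 1.00 of the level of other cells. They were left out of the glia by a limit set after seeing these values. The left-out pair held 3.56% to 6.92% of the cells of a sucrose library and 5.76% to 7.46% of a cocaine library. Kenyon-like cells held 2.70% to 4.47% and 3.77% to 4.91% and glia-like cells 2.58% to 3.07% and 3.32% to 4.77% of the cells of a library. By mean log2 fold of the paper's defining genes, C11 matched cluster 10 best (3.04), C20 cluster 17 (3.37), and C16 cluster 28 (3.51). In the same way C17 matched cluster 15 (5.88), C22 cluster 22 (6.82), C13 cluster 20 (4.82) and C19 cluster 18 (5.94). The next match of C16 was cluster 1 (1.705). Cluster 28 held 482 cells, whose median UMIs relative to the library were 1.889, against 7511 cells and 0.645 in cluster 1. How many cells of C16 lie outside cluster 28 was not tested.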

Annotation of clusters based on their gene markers revealed that all major cell types (neuronal and glial) as well as neurotransmitter types from most brain regions, including the mushroom bodies, were represented (Fig. 2; Supplemental Table S4). Differential expression analysis within individual clusters indicated cluster-specific transcriptional responses to cocaine. 

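In Kenyon-like cells (clusters 10 and 17), 39 of 5755 tested genes differed with cocaine in males (34 higher, 5 lower) and 136 in females (99 higher, 37 lower). In glia-like cells (clusters 18, 20, 22 and 29), 7 of 5601 genes differed in males (4 higher, 3 lower) and 6 in females (3 higher, 3 lower). The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No share of a glia-like cluster differed between the sexes at an adjusted p under 0.05, but mean shares were unequal: of cells in female and male cocaine libraries, cluster 20 held a mean of 1.56% and 0.550%, and cluster 22 one of 0.618% and 1.47%. The genes that rose in glia-like cells of males were the chitinase gene Cht2 (adjusted p = 5.4e-05) and the yolk protein genes Yp1, Yp2 and Yp3. Those that fell were CG6503, roX1 and roX2. In glia-like cells of females Cht2 (adjusted p = 7.7e-04), CG41128 and Yp1 rose, while lbm, a tetraspanin gene, roX1 and roX2 fell. The markers of sex made up 5 of the genes called in glia-like cells of males and 3 of those called in females. In glia-like cells DESeq2 called 24 genes in each sex. With clusters 9 and 15 added, a setting chosen after seeing the data, 8 were called in males and 29 in females. Single libraries moved the count in males to 18 (without either female sucrose replicate), 12 (without male sucrose replicate 1) and 11 (without male cocaine replicate 1), and in females to 14 (without female sucrose replicate 2). In Kenyon-like cells the count in males was 458 without male cocaine replicate 1 and 7 to 25 without any other single library. In females it was 17, 6 and 23 without female sucrose replicates 1 and 2 and female cocaine replicate 2, and 351 and 357 without male cocaine replicates 1 and 2.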

Especially, clusters corresponding to glia and Kenyon cells of the mushroom bodies showed transcriptional responses following cocaine exposure (Fig. 3A,B). Thus, acute exposure to cocaine elicits rapid widespread changes in gene expression throughout the brain.

**Figure 3.**
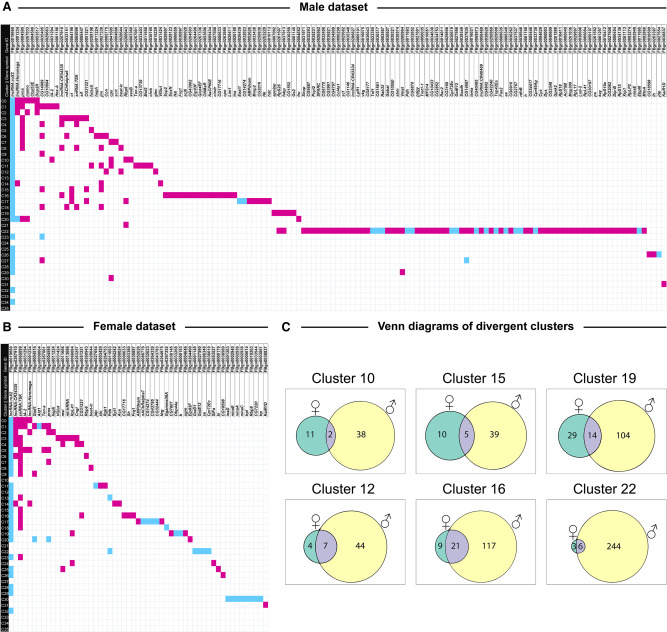
Distribution of differentially expressed genes across clusters in males (*A*) and females (*B*) exposed to cocaine, and Venn diagrams showing overlap between differentially expressed genes in males and females (*C*). To identify clusters with unique gene expression patterns following acute exposure to cocaine, we filtered the list of differentially expressed genes to only show the strongest responses (|log_e_FC| > 1.0, Bonferroni-adjusted *P*-value < 0.05) to construct an expression matrix. Differentially expressed genes are listed on the *top* (columns) and cell clusters are represented by the rows. Magenta boxes show up-regulation and turquoise boxes show down-regulation of gene expression as a result of exposure to cocaine. Panel *C* shows Venn diagrams of clusters with sexually dimorphic responses to cocaine exposure. The numbers within each Venn diagram represent the unique and shared differentially expressed (|log_e_FC| > 0.5, Bonferroni-adjusted *P*-value < 0.05) genes due to cocaine exposure from DGE analysis performed for the corresponding cluster in male and female data sets separately.

### Cocaine-modulated changes in gene expression are sexually dimorphic

We first analyzed differential expression by combining the male and female samples. 

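Over both sexes, 899 genes differed with cocaine in at least 1 of 33 clusters, 593 of them higher and 312 lower in some cluster. They had an adjusted p under 0.05 over all genes and clusters in edgeR's quasi-likelihood test. Of the 4027 combinations of a gene and a cluster that passed the test, 79.9% were higher with cocaine. So were 69.4% of those in males and 79.0% of those in females. Genes higher outnumbered genes lower in 31 clusters, and the reverse held in 1. RpL29, a ribosomal protein gene, rose in 25 clusters and RpL39 in 24. Over the whole brain 3 of 81 genes of cytosolic ribosomal proteins rose and 1 fell, and 6 rose and 27 fell when adjusted over the list alone. As a set they lay below other genes (camera, adjusted p = 6.4e-07; adjusted p = 0.48 with an estimated correlation). CG41128 rose in all 33 clusters, the sex determination gene Sxl in 28 and fru in 25, while roX1 and roX2 fell in all 33. In males the share of calls that were higher was 50.2% and 38.5% without male sucrose replicates 1 and 2, and 91.2% and 43.2% without male cocaine replicates 1 and 2. In females it was 57.6% and 50.8% without female sucrose replicates 1 and 2. The number of genes over both sexes was 389, 407, 516 and 350 without female sucrose replicates 1 and 2 and male sucrose replicates 1 and 2. It was 1799 and 538 without male cocaine replicates 1 and 2.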

There was a significantly greater number of genes up-regulated than down-regulated across all clusters in response to cocaine. 

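Genes were counted with a Bonferroni adjustment within each cluster and an absolute log_e fold change of summed UMIs above 1, a setting chosen after seeing the data. Over both sexes 21 genes differed in cluster 5, 17 in each of clusters 1 and 4 and 16 in Kenyon-like cluster 10. Fewer did elsewhere, 11 in cluster 15, 7 in cluster 28, 5 in glia-like cluster 22, 3 in Kenyon-like cluster 17 and 2 in each of the glia-like clusters 18 and 20. In cluster 10, TkR86C, which encodes a tachykinin receptor, was counted 3 and 1 times in female and male sucrose libraries. In female and male cocaine libraries it was counted 39 and 53 times (adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dh31, a neuropeptide gene, had a log2 fold change of 2.37 (standard error 0.35, adjusted p = 0.0011) in that cluster. It was counted 5 and 13 times there in female and male sucrose and 66 and 45 times in female and male cocaine libraries. Over the whole brain Dh31 had 0.07 (standard error 0.10, adjusted p = 0.73) by the same test, and it rose in 3 and fell in 1 of 25 clusters. Dh31 is among the genes that best mark peptidergic-like cluster 24, and RNA from outside the cell was not measured. The clusters differ in size, from 482 cells in cluster 28 and 708 in cluster 22 to 2354 in cluster 10 and 6062 in cluster 4. roX1 was counted 4433 and 6028 times in cluster 10 of female and male sucrose libraries and 8 and 13 times in that of female and male cocaine libraries.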

Based on the number of strongly differentially expressed genes (|log_e_FC| > 1, Bonferroni-adjusted *P*-value < 0.05), clusters corresponding to surface glia (C22), unannotated cluster C16, astrocytes (C17), and Kenyon cells (C11) showed the largest responses to cocaine (Supplemental Fig. S2). In addition, a core set of genes, selected based on their ranks from the TopKLists consistency analysis (Schimek et al. 2015), show that they responded globally to cocaine exposure (Supplemental Table S5). These genes include: *Rpl41*, *IA-2*, and the long noncoding RNAs *CR34335* and *mt:lrRNA*, which were up-regulated; and *roX2* and *ninaE,* which were down-regulated after consumption of cocaine (Supplemental Fig. S2; Supplemental Tables S5, S6).

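RpL41, a gene of a small ribosomal protein, rose over the whole brain from 1060 ± 385 to 2061 ± 767 CPM (SD, n = 4 libraries each), a log2 fold change of 1.11 (standard error 0.22, adjusted p = 0.025). It rose in 28 of 33 clusters. CR34335 (CR34335, chromosome X, 3545750 to 3546110) had a log2 fold change of 1.45 (standard error 0.28, adjusted p = 0.023) and rose in 29 of 33 clusters. ninaE, the rhodopsin of most photoreceptors, fell from 787 ± 258 to 252 ± 204 CPM, a log2 fold change of -1.71 (standard error 0.32, adjusted p = 0.020). It fell in 22 of 32 clusters and rose in 0. Its level was 59620 CPM in photoreceptor-like cluster 23 and 121 in all other cells, and how much of the latter is RNA from outside the cell was not measured. Of 12 photoreceptor markers 5 fell and 0 rose over the whole brain (10 fell when adjusted over the list alone). As a set they lay below other genes (camera, adjusted p = 3.0e-09; adjusted p = 0.34 with an estimated correlation), and the share of cells in cluster 23 is given above. roX2 (CR32665, chromosome X, 11579065 to 11580432), a noncoding RNA of male dosage compensation, stood at 1443 ± 125 CPM in sucrose libraries and 3.01 ± 0.591 in cocaine libraries of both labelled sexes. It fell in all 33 clusters. IA-2, a tyrosine phosphatase-like gene, had a log2 fold change of 0.22 (standard error 0.14, adjusted p = 0.36) over the whole brain, and mt:lrRNA one of 1.22 (standard error 0.42, adjusted p = 0.13). Within clusters IA-2 rose in 1 and mt:lrRNA in 14 of 33. Of the 71 genes that Table S5 ranks as up-regulated, 16 were called higher and 0 lower over the whole brain and 65 had a positive log2 fold change. Of the 43 ranked as down-regulated, 5 were called lower, 0 higher and 38 had a negative one. The study drew this list from these libraries, so these counts are not independent evidence. The whole-brain call of RpL41 ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2, female cocaine replicate 1 and male cocaine replicate 2 (adjusted p from 0.054 to 0.12) and with sex left out of the model (0.13). That of CR34335 ended without female sucrose replicates 1 and 2, male sucrose replicate 2 and male cocaine replicate 2 (adjusted p from 0.053 to 0.094) and with sex left out of the model (0.083). That of ninaE ended without female sucrose replicate 2, male sucrose replicates 1 and 2 and female cocaine replicate 2 (adjusted p from 0.054 to 0.065) and with sex left out of the model (0.19).

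**Figure D2:**
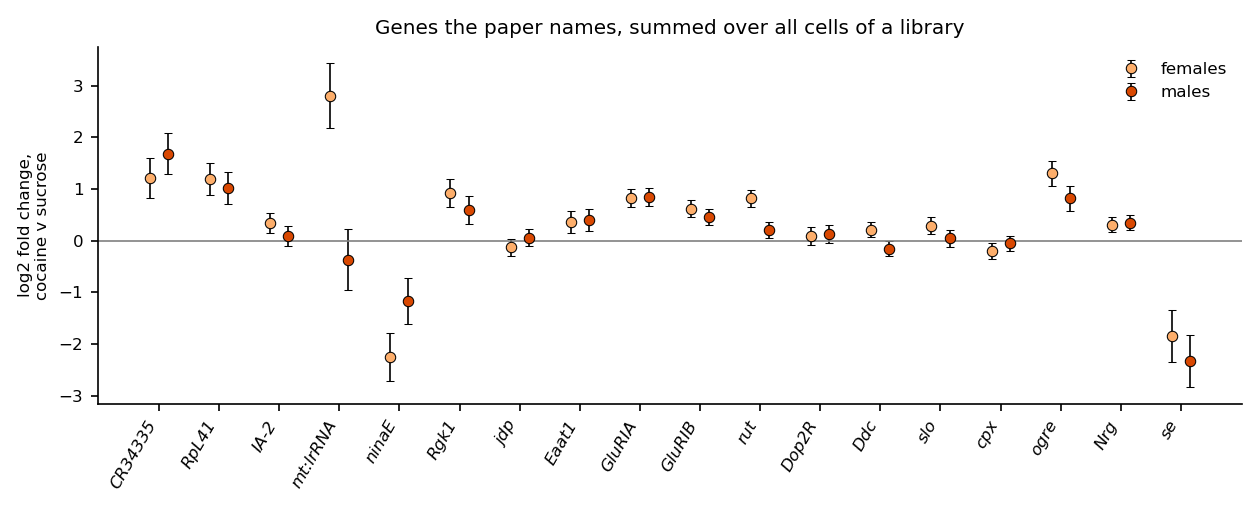
Log2 fold change (cocaine v sucrose) of genes the paper names over the whole brain, in females and in males, with standard errors. RpL41 and CR34335 lie above 0 and ninaE and se below 0 in both, and mt:lrRNA has the highest value of all in females and a negative one in males.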

Examination of males and females separately revealed extensive sexual dimorphism in the response to cocaine. 

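CG41128 (CG41128, chromosome 3R, 3750363 to 3752353), a gene of unknown role, was the 1 gene over the whole brain whose response to cocaine differed between males and females in a test of the difference itself (interaction log2 -2.56 (standard error 0.21, adjusted p = 0.0041)). It stood at 41.1 ± 2.95 CPM in female sucrose, 329.9 ± 33.9 in female cocaine, 278 ± 37.0 in male sucrose and 368 ± 56.1 in male cocaine libraries (SD, n = 2 each). Within clusters, 10 genes had such an interaction in at least 1 cluster. CG41128 did in 21 clusters, the mitochondrial ribosomal RNAs mt:srRNA in 9 and mt:lrRNA in 6, and the cytochrome c gene Cyt-c-p in 4, each with a lower response in males. The neuropeptide gene AstC had a higher response in males in 1 cluster. The levels of CG41128 separate female sucrose libraries from the other groups, as the roX RNAs separate the groups by treatment label. From its separate tests in males and females the paper concludes that the response to cocaine is sexually dimorphic. An interaction was called over the whole brain for 0 genes without female sucrose replicate 1 and without male cocaine replicate 2, 5 without male sucrose replicate 1, and 24 without female cocaine replicate 1. It was called for 2 without female cocaine replicate 2 or female sucrose replicate 2, and 40 with DESeq2. Within clusters the count was 29 without female sucrose replicate 1, 18 and 17 without male sucrose replicates 1 and 2. It was 131 and 24 without female cocaine replicates 1 and 2, and 61 without male cocaine replicate 1.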

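With a Bonferroni adjustment within each cluster and an absolute log_e fold change of summed UMIs above 1 (thresholds combined after seeing the data), 36 genes differed with cocaine in some cluster in males and 43 in females. Of the calls at these thresholds, 75 were higher and 81 lower in males and 169 higher and 81 lower in females. With the Benjamini-Hochberg adjustment, females had more calls than males in 32 clusters and as many in 1. With male cocaine replicate 1, female sucrose replicate 2 or female cocaine replicate 2 left out, more genes were called within clusters in males than in females. CR34335 rose in 19 clusters in males and 3 in females, and the yolk protein gene Yp1 in 18 and 12. The fru gene, which encodes a transcription factor of the sex determination pathway, rose in 17 clusters in females and in fewer in males, as given above. CR34335, Yp1 and fru were not among the genes with a called interaction of sex and treatment. Their numbers of clusters thus do not show a difference between the sexes.

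**Figure D3:**
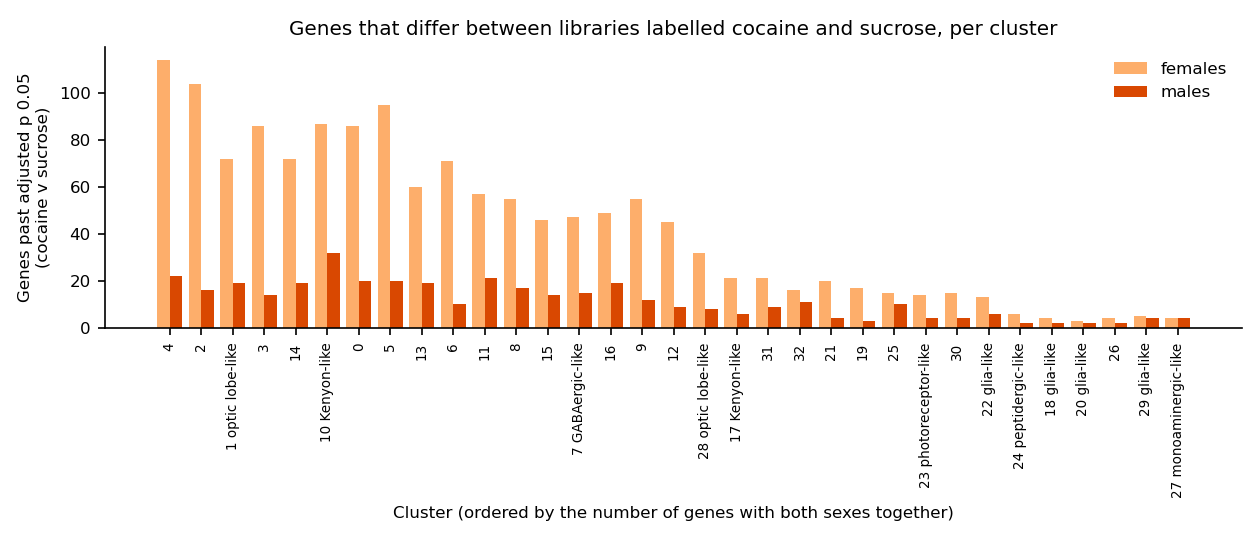
Genes that differ with cocaine (adjusted p under 0.05) in females and in males in each of the 33 clusters tested, ordered by the number of genes over both sexes. The bars of females exceed those of males in all clusters but cluster 27, where they are equal.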

Consistent with effects on organismal phenotypes (Fig. 1), males showed more widespread changes in cocaine-modulated transcript abundances than females (Fig. 3A,B), When we consider only highly differentially expressed genes (|log_e_FC| > 1.0, Bonferroni-adjusted *P*-value < 0.05), we can construct expression matrices of 133 genes in males (Fig. 3A) and 54 genes in females (Fig. 3B). 

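In Kenyon-like cluster 10, 223 genes differed with cocaine over both sexes, 32 in males and 87 in females. In optic lobe-like cluster 28 these numbers were 116, 8 and 32, for cluster 15 they were 165, 14 and 46, and for glia-like cluster 22 they were 46, 6 and 13 (adjusted p under 0.05, edgeR's quasi-likelihood test). In cluster 22 the chitinase gene Cht2 was counted 1 time in female and 0 times in male sucrose libraries. It was counted 225 and 527 times in female and male cocaine libraries (adjusted p = 1.3e-07). Tsf1, which encodes an iron-binding transferrin, fell in cluster 22 with a log2 fold change of -3.46 (standard error 0.34, adjusted p = 4.6e-05). In cluster 28 fru rose with a log2 fold change of 1.84 (standard error 0.16, adjusted p = 4.8e-08), Polr2K, an RNA polymerase subunit gene, with 1.75 (standard error 0.30, adjusted p = 0.0017), and CG34200 with 1.69 (standard error 0.26, adjusted p = 5.4e-04). In cluster 15 CG3706 was counted 22 and 19 times in female and male sucrose libraries and 0 times in cocaine libraries (adjusted p = 6.3e-04). roX1 was counted 635 and 1026 times in cluster 22 of female and male sucrose libraries and 1 and 7 times in that of female and male cocaine libraries. Of the 33 clusters tested, the largest numbers of called genes over both sexes were in cluster 4 (270), cluster 2 (269) and cluster 1 (244).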

Clusters C11 (Kenyon cells), C16 (not annotated), C17 (astrocytes), and C22 (surface glia) had unique responses compared to the rest of the clusters in both males and females; C22 shows the most extensive cocaine-induced changes in transcript abundances in males (Fig. 3A). In addition to differences in the magnitude of cocaine-modulated gene expression between the sexes, we also observe differences in direction, in which up-regulation in one sex corresponds to down-regulation in the other. 

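Genes that were called in males and in females in the same cluster moved in the same direction 182 times and in opposite directions 0 times, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 0 in opposite directions. With an unadjusted p under 0.05 in each sex 4130 moved in the same direction and 264 in opposite ones. Of the genes with an interaction of sex and treatment, some had summed UMIs that went opposite ways. Among them were AstC, CR44832 and Trissin, each with a call in only 1 sex. From sucrose to cocaine, CG12239 in cluster 13 also went from 193 to 229 UMIs in females and 329 to 24 in males. In cluster 11 CG12239 went from 6 to 16 UMIs in females and 8 to 924 in males, so its direction in males depends on the cluster. Whether cells that express it fell into different clusters was not tested. CG32544 in cluster 9 went from 33 to 111 UMIs in females and 136 to 88 in males. From sucrose to cocaine libraries AstC, a neuropeptide gene, went from 2991 to 789 UMIs in females and 1725 to 3706 in males in cluster 6 (interaction log2 3.26). CR44832 went from 255 to 565 UMIs in females and 413 to 13 in males in cluster 13, and Trissin, another neuropeptide gene, from 1347 to 2 UMIs in females and 1 to 588 in males in cluster 19. Another gene with an interaction, mt:lrRNA, rose in females of 29 clusters and was called in 0 in males. Mitochondrially encoded RNAs made up 0.118% and 0.0818% of UMIs in female sucrose replicates 1 and 2 and 0.201% and 1.11% in female cocaine replicates 1 and 2. In males they made up 0.401% and 0.588% in the sucrose and 0.418% and 0.291% in the cocaine replicates. Across the brain the log2 fold changes of the 9286 tested genes in males and in females had a Pearson correlation of 0.52 and a Spearman correlation of 0.31 across genes, which are not independent replicates. Genes of sex determination take part in this: Sxl, the switch gene of that pathway, had a log2 fold change of 0.79 (standard error 0.20, adjusted p = 0.15) in males and 1.36 (standard error 0.20, adjusted p = 0.013) in females.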

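In glia-like cluster 22, 4 genes (0.0260 expected by chance) were called with cocaine in both males and females. In glia-like cluster 18, 2 genes (0.00295 expected by chance) were. In cluster 28, which best matches C16, 4 genes (0.0919 expected by chance) were shared, in cluster 12, 6 genes (0.0706 expected by chance), in cluster 16, 4 genes (0.195 expected by chance), and in cluster 7, 7 genes (0.115 expected by chance). The last 3 clusters match C10, C15 and C12 of the paper, though cluster 7 matches C9 better (mean log2 fold 2.43) than C12 (1.92). The sex markers roX1 and roX2 are among the shared genes of each of these clusters, the only ones in cluster 18, and in cluster 22 Cht2 and Tsf1 are shared too. Across genes, the log2 fold changes in males and females had a Pearson correlation of 0.41 in cluster 22 and 0.39 in cluster 28. Calls are from edgeR's quasi-likelihood test with adjustment over all genes and clusters. The expected number is that of a random overlap of lists of these sizes. In the 10 clusters of Tables S7 and S8 that could be read (C0 to C9), the paper's tables hold 1312 calls in males and 718 in females. Of these 393 are shared, 380 in the same direction and 13 in opposite directions.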

Overall, there was little overlap between the sexes—especially in clusters C10, C12, C15, C16, C19, and C22 (Fig. 3C; Supplemental Tables S7–S9). Thus, although cocaine-modulated changes in gene expression are widespread throughout the brain in both sexes, specific changes in transcript abundances are distinct between males and females.

### Coexpression networks highlight effects of cocaine on diverse cellular processes

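Of the genes of inositol phosphate metabolism, 0 rose and 0 fell among 17 tested in Kenyon-like cluster 10 of females, and 0 rose and 0 fell among 14 in Kenyon-like cluster 17 of females (edgeR's quasi-likelihood test). Adjusted over the list alone, 0 and 0 genes passed (cluster 10: 3 with unadjusted p under 0.05, 0 called by DESeq2; cluster 17: 1 with unadjusted p under 0.05, 0 called by DESeq2). Their median log2 fold change was -0.11 in cluster 10 and 0.01 in cluster 17. As a set they did not differ from other genes by limma's camera with a preset correlation of 0.01 (adjusted p = 0.43 in cluster 10 and 0.89 in cluster 17). The roX1 RNA was counted 2233 times in cluster 17 of female sucrose and 3 times in female cocaine libraries.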

Reactome analysis of pathway enrichment (Fabregat et al. 2018) in C11 and C20 in females, which, based on biomarkers, represent Kenyon cells of the mushroom bodies, highlighted inositol phosphate metabolism (Supplemental Table S10), suggesting a role for cocaine in modulating signal transduction. We were unable to assign a specific identity to C16, which might be comprised of a mixture of neurons from the antennal lobe and optic lobe (Supplemental Table S4). However, pathway analysis of male C16 revealed enrichment of multiple signal transduction pathways, including pathways related to G protein-coupled receptor signaling, activation of serotonin and AMPA- and NMDA-type glutamate receptors, activation of axonal growth inhibition, and Class A/1 Rhodopsin-like receptor signaling (Supplemental Table S10).

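In cluster 28, the cluster that best matches C16, GluRIB, an AMPA-type glutamate receptor gene, rose over both sexes with a log2 fold change of 1.00 (standard error 0.16, adjusted p = 9.5e-04), at 0.97 (standard error 0.23, adjusted p = 0.071) in males. 5-HT2A, a serotonin receptor gene, had a log2 fold change of 0.99 (standard error 0.22, adjusted p = 0.056) in males. Of 14 tested genes of glutamate and GABA signalling, 0 rose and 0 fell in males of this cluster (adjusted over the list alone, 3 rose; 3 with unadjusted p under 0.05, 0 called by DESeq2). Over both sexes 2 rose, GluRIA and GluRIB. Of 12 genes of dopamine and other monoamines, 0 rose and 0 fell in males (adjusted over the list alone, 1 rose; 3 with unadjusted p under 0.05, 0 called by DESeq2). Over both sexes 1 did. As sets, the lists had adjusted p = 0.30 and 0.25 in males by camera. roX1 was counted 2129 times in this cluster of male sucrose libraries and 29 times in that of male cocaine libraries. Gene calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and clusters.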

In contrast to the signal transduction elements associated with the neuronal C11 and C16 clusters, different cellular mechanisms are associated with cocaine exposure in C17 and C22, which represent astrocytes and surface glia, which comprise the blood-brain barrier in the fly, respectively (Supplemental Table S10). Functional enrichment analysis yielded few differentially expressed genes for females, but for C22 in the male data set, it revealed enrichment of Notch activation and signaling, degradation of GABA, immune pathways related to NF-kB activation, cytokine production and Toll-like receptor signaling, and nonsense-mediated decay and translation initiation (Supplemental Table S10). These observations are in line with expected functions of glia (Kremer et al. 2017).

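In glia-like cluster 22, which best matches C22, genes of Toll and NF-kB signalling as a set lay above other genes in males (camera, adjusted p = 0.0021), a call that did not hold with an estimated correlation (adjusted p = 0.51). Of the 10 tested members, 0 rose and 0 fell in males (adjusted over the list alone, 2 rose; 4 with unadjusted p under 0.05, 1 called by DESeq2). Over both sexes 2 rose, dl and Dif, which encode NF-kB factors. The set then had adjusted p = 0.022 by camera and adjusted p = 0.83 with an estimated correlation. Of 6 genes of Notch signalling, 0 rose and 0 fell in males (camera, adjusted p = 0.64; 0 passed when adjusted over the list alone; 2 with unadjusted p under 0.05, 0 called by DESeq2). Of 81 genes of cytosolic ribosomal proteins, 0 rose and 0 fell in males (camera, adjusted p = 0.98; 1 rose and 0 fell when adjusted over the list alone; 3 with unadjusted p under 0.05, 1 called by DESeq2). Over both sexes 4 rose, RpL41, RpL22, RpL39 and RpL29. Tsf1, a transferrin gene that is induced by infection, had a log2 fold change of -2.85 (standard error 0.44, adjusted p = 0.0082) in males. That call ended without male sucrose replicate 1 (adjusted p = 0.075). Yp3, a yolk protein gene, was counted 0 times in this cluster of male sucrose libraries and 62 times in that of male cocaine libraries.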

We used Random Matrix Theory (RMT) (Gibson et al. 2013) to construct coexpression networks of cocaine-modulated differentially coexpressed genes for selected clusters with enough differentially expressed input genes. Across all cell clusters, we find genes of unknown function and genes encoding long noncoding RNAs, which are likely to play a regulatory role (Everett et al. 2020). We present examples of coexpression networks for C16 males (Fig. 4A–C; Supplemental Fig. S3) and C22 males (Fig. 4D; Supplemental Fig. S4).

**Figure 4.**
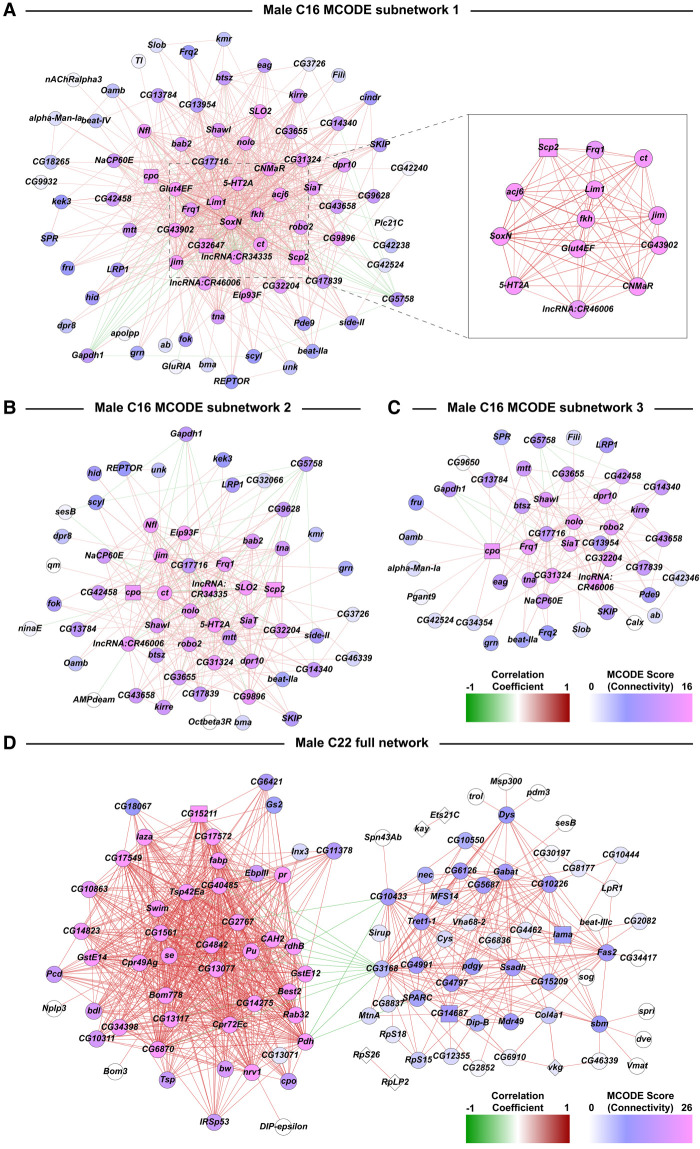
Subnetworks from coexpression network analyses of DEGs from the male C16 and C22 clusters. Networks are constructed from Pearson coefficient-based coexpression values calculated from scaled data of genes that were differentially expressed (filtered for |log_e_FC| > 0.5, Bonferroni-adjusted *P*-value < 0.05) due to cocaine exposure. Coexpressions have been filtered using Random Matrix Theory. (*A*–*C*) MCODE subnetworks derived from the full network of male cluster C16. The inset in *A* corresponds to a subset of genes within the subnetwork that have very strong correlation coefficient values with each other compared to the rest of the data set. Colors of the dots represent the connectivity index derived from MCODE scores. Colors of edges represent the positive (red) and negative (green) correlations. (*D*) Coexpression network analysis of DEGs from the male C22 cluster.

Coexpression analysis for C16 reveals a highly interconnected network that could be partitioned into three subnetworks using Molecular Complex Detection (MCODE) stratification (Bader and Hogue 2003). 

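In cluster 28, Lim1, a LIM-homeobox gene of neuronal development, rose with a log2 fold change of 0.55 (standard error 0.13, adjusted p = 0.016) over both sexes, and 5-HT2A, a serotonin receptor gene, with 0.76 (standard error 0.16, adjusted p = 0.011). Lim1 stood at 1111 ± 12.8 and 1524 ± 237 CPM in female and male sucrose libraries and at 1843 ± 106 and 1972 ± 363 in female and male cocaine libraries (SD, n = 2 each). The zinc finger gene jim had a log2 fold change of 0.18 (standard error 0.10, adjusted p = 0.39) there, and CNMaR, a neuropeptide receptor gene, one of 0.16 (standard error 0.14, adjusted p = 0.61). In all cells together Lim1 had a log2 fold change of 0.79 (standard error 0.15, adjusted p = 0.022) and 5-HT2A of 0.74 (standard error 0.16, adjusted p = 0.033). There jim had one of 0.17 (standard error 0.11, adjusted p = 0.41) and CNMaR of 0.26 (standard error 0.18, adjusted p = 0.41). Lim1 rose in 12 of 24 clusters and 5-HT2A in 13 of 27. Values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The roX2 RNA was counted 1351 and 1041 times in cluster 28 of female and male sucrose libraries and 3 and 8 times in that of female and male cocaine libraries. In cluster 28 the call of Lim1 ended without female sucrose replicates 1 and 2, male sucrose replicate 2 and male cocaine replicate 2 (adjusted p from 0.078 to 0.13). The call of 5-HT2A there ended without female sucrose replicates 1 and 2, male sucrose replicate 2 and male cocaine replicate 2 (adjusted p from 0.072 to 0.099). Lim1's whole-brain call ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicate 1 (adjusted p from 0.055 to 0.095) and with sex left out of the model (0.062). That of 5-HT2A ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2, female cocaine replicates 1 and 2 and male cocaine replicate 2 (adjusted p from 0.055 to 0.15) and with a replicate block (0.064) and sex left out of the model (0.17).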

Central genes include transcriptional regulators associated with development, including dendrite morphogenesis (*Lim1*, *jim*) as well as signal transduction (*5-HT2A, CNMaR*) (Fig. 4A; Supplemental Fig. S3). Random Matrix Theory identified two major subnetworks within the interaction network that represents C22 (Fig. 4D; Supplemental Fig. S4). The two subnetworks in C22 were connected by only three genes (*CG3168*, *CG10433*, and *CG15209*) through negative correlation (Fig. 4D; Supplemental Fig. S4). 

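In glia-like cluster 22, CG3168, a transporter-like gene, had a log2 fold change with cocaine of -0.15 (standard error 0.16, adjusted p = 0.71) over both sexes and -0.15 (standard error 0.23, adjusted p = 0.93) in males. CG10433 had a log2 fold change of 0.48 (standard error 0.20, adjusted p = 0.24) over both sexes and 0.09 (standard error 0.28, adjusted p = 0.97) in males. For CG15209 the values were -0.37 (standard error 0.29, adjusted p = 0.56) and -0.47 (standard error 0.40, adjusted p = 0.82). Over the whole brain CG10433 rose from 51.7 ± 24.4 to 89.2 ± 31.9 CPM (SD, n = 4 libraries each), a log2 fold change of 0.94 (standard error 0.15, adjusted p = 0.012) from edgeR's quasi-likelihood test. The gene CG3168 had one of 0.35 (standard error 0.23, adjusted p = 0.38) and CG15209 one of 0.29 (standard error 0.34, adjusted p = 0.63). The whole-brain call of CG10433 ended without female sucrose replicate 1 and male sucrose replicate 2 (adjusted p from 0.051 to 0.059) and with sex left out of the model (0.21). Correlations between genes across cells were not analysed here.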

Of the three genes, *CG3168*, which belongs to the SLC22 family of organic ion transporters, had the largest number of negative correlations linking the two large subnetworks. This gene is expressed in the blood-brain barrier of flies and postulated to play a role in chemoprotection of the brain (Hindle and Bainton 2014). Further stratification using the MCODE algorithm resulted in three tightly clustered C22 subnetworks. 

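The gene se, which encodes a glutathione transferase of eye pigment synthesis, fell over the whole brain from 32.5 ± 7.14 to 6.87 ± 3.64 CPM (SD, n = 4 libraries each), a log2 fold change of -2.09 (standard error 0.36, adjusted p = 0.013). It fell in 9 of 12 clusters. Among the genes that best mark cluster 26 is se, and this cluster held 0.804% ± 0.214 of cells in sucrose libraries and 0.343% ± 0.151 in cocaine libraries (unadjusted p = 0.014, adjusted p = 0.33). In glia-like cluster 22 se had too few counts to be tested, as had GstE14. In cluster 22 of males, Ssadh, which encodes succinic semialdehyde dehydrogenase, had a log2 fold change of -0.08 (standard error 0.26, adjusted p = 0.97). GstE12, a glutathione transferase gene, had one of -0.14 (standard error 0.31, adjusted p = 0.96). Of the cell adhesion genes there, SPARC had -0.09 (standard error 0.28, adjusted p = 0.97), bdl 0.15 (standard error 0.35, adjusted p = 0.96), Tsp -2.25 (standard error 0.56, adjusted p = 0.13) and Fas2 0.34 (standard error 0.28, adjusted p = 0.81). Of 11 tested genes of the glutathione system, 0 rose and 0 fell in cluster 22 of males (camera, adjusted p = 0.32; 0 rose and 0 fell when adjusted over the list alone; 1 with unadjusted p under 0.05, 0 called by DESeq2). Genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The roX2 RNA was counted 484 times in cluster 22 of male sucrose and 1 time in that of male cocaine libraries. The whole-brain call of se ended without male sucrose replicate 2 (adjusted p = 0.062).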

The C22 male interaction network comprises genes associated with oxidation-reduction (*se, Ssadh*) and redox reactions, particularly the glutathione system (*GstE12*, *GstE14, se*), as well as cell adhesion (*SPARC, bdl, Tsp, Fas2*).

Finally, we assessed interaction networks among differentially expressed genes across all cell clusters separately for males and females (Figs. 5, 6). The global transcriptional response to cocaine in males is captured by a complex network of interconnected modules (Fig. 5). Functional analyses reveal modules associated with Toll-like receptor signaling, ABC xenobiotic transporters and ATPase ion pumps, translation initiation, and hexose transport, G protein-coupled receptor signaling and clathrin-mediated endocytosis. 

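In the whole brain of males, ABC and xenobiotic transporter genes as a set lay above other genes with cocaine, with a median log2 fold change of 0.51 over 9 genes (camera, adjusted p = 0.0016; adjusted p = 0.33 with an estimated correlation). So did neuropeptide genes (29 genes, median 0.47, adjusted p = 2.5e-04; adjusted p = 0.28 with an estimated correlation). Genes of cytosolic ribosomal proteins as a set lay below other genes (81 genes, median -0.24, adjusted p = 1.5e-05; adjusted p = 0.51 with an estimated correlation). None of the 3 calls held with an estimated correlation. Of the members of these lists 0 were called in males by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (transporters: 3 with unadjusted p under 0.05, 2 called by DESeq2; neuropeptides: 10 with unadjusted p under 0.05, 2 called by DESeq2; ribosomal proteins: 19 with unadjusted p under 0.05, 1 called by DESeq2). Adjusted over the list alone, 2 transporter genes rose and no neuropeptide or ribosomal protein gene passed. Of 29 genes of Toll and NF-kB signalling, 0 rose and 0 fell (camera, adjusted p = 0.15; 1 rose when adjusted over the list alone; 4 with unadjusted p under 0.05, 1 called by DESeq2). The lists of glycolysis (camera, adjusted p = 0.21; 1 with unadjusted p under 0.05, 1 called by DESeq2), dopamine and other monoamines (adjusted p = 0.26; 6 with unadjusted p under 0.05, 1 called by DESeq2) and synaptic vesicle release (adjusted p = 0.53; 0 with unadjusted p under 0.05, 0 called by DESeq2) had 0 members called by edgeR. The lists of sex-linked RNAs moved most: of the genes of male dosage compensation roX1 and roX2 fell and of the yolk protein genes Yp1, Yp2 and Yp3 rose. Both sets passed with an estimated correlation in males (adjusted p = 0.016 each).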

The female network has fewer genes and contains modules associated with phototransduction, lipid receptors and transport, and glutathione metabolism and neurotransmission (Fig. 6). 

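In females, of 26 tested genes of phototransduction and the eye 3 fell with cocaine over the whole brain, the rhodopsin gene ninaE (log2 fold change -2.26 (standard error 0.46, adjusted p = 0.041)), the arrestin gene Arr2 (-1.90 (standard error 0.38, adjusted p = 0.038)) and ninaA, a chaperone of rhodopsin, and 0 rose by edgeR's quasi-likelihood test. Adjusted over the list alone, 13 fell and 5 rose. The set had a median log2 fold change of -1.27 (camera, adjusted p = 2.1e-04; adjusted p = 0.60 with an estimated correlation). Photoreceptor-like cluster 23 held 0.782% ± 0.0363 of cells in female sucrose and 0.483% ± 0.0329 in female cocaine libraries (SD, n = 2 libraries each; adjusted p = 0.92). The 12 photoreceptor markers had a median log2 fold change of -1.56 in females, and 9 fell when adjusted over the list alone. Of 29 genes of the glutathione system, 1 fell, the glutathione transferase gene GstD2, and 0 rose (camera, adjusted p = 0.18; adjusted over the list alone, 2 fell and 1 rose). Of 22 genes of glutamate and GABA signalling, 1 rose, the glutamate receptor gene GluRIA (log2 fold change 0.83 (standard error 0.18, adjusted p = 0.047)), and 0 fell (camera, adjusted p = 0.11; adjusted over the list alone, 4 rose). Yp2, a yolk protein gene, had a log2 fold change of 4.04 (standard error 0.38, adjusted p = 0.0011) in the same comparison. In females the call of ninaE ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicate 2 (adjusted p from 0.063 to 0.24) and with a replicate block (0.074) and the libraries of the other sex left out (0.056). That of Arr2 ended without female sucrose replicate 2, male sucrose replicates 1 and 2 and female cocaine replicates 1 and 2 (adjusted p from 0.065 to 0.23) and with a replicate block (0.063), neither of the deepest libraries (0.087) and the libraries of the other sex left out (0.075). That of GluRIA ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicates 1 and 2 (adjusted p from 0.099 to 0.24) and with RLE size factors (0.055), a replicate block (0.064), all deposited barcodes (0.056) and the libraries of the other sex left out (0.057).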

In each network, multiple cell clusters contribute to the organization of each network module, indicating that the transcriptional response to cocaine is coordinated not only within but also across different cells throughout the brain.

**Figure 5.**
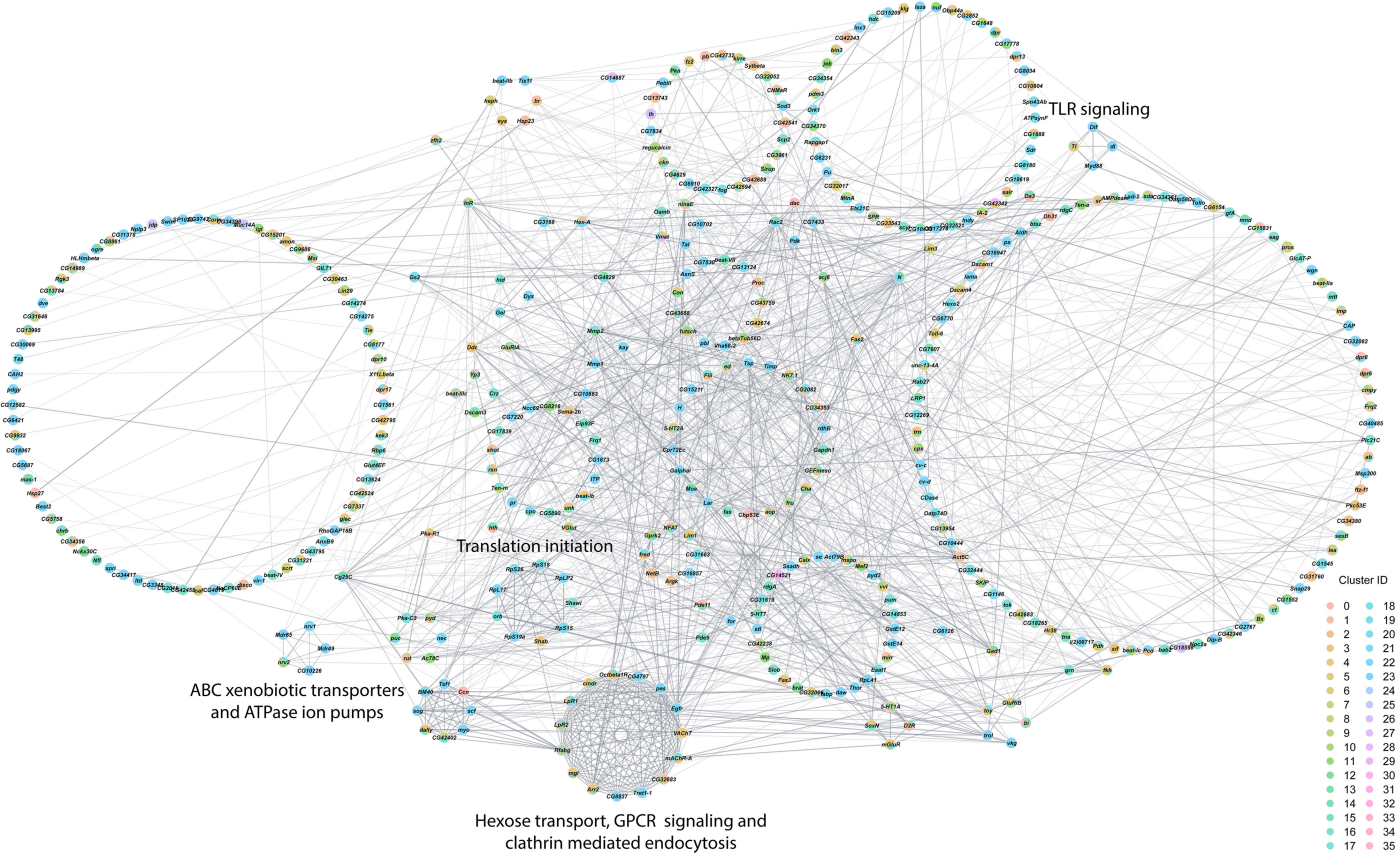
Interaction network analysis of DEGs from all clusters in the male data set. Network constructed from interactions calculated using StringApp plugin within Cytoscape for genes that were differentially expressed (filtered for |log_e_FC| > 0.1 and Bonferroni-adjusted *P*-value < 0.05) in all clusters from the male data set. Gray edges represent interactions. Genes that were differentially expressed in multiple clusters are depicted as pie charts with each color representing the respective cluster. Genes are grouped into circles based on their MCODE connectivity scores. Annotations of these circular groups represent the pathways that are enriched for the genes within these groups. Bonferroni-adjusted *P*-value < 0.05 was considered as significant for enrichment in the statistical overrepresentation tests.

**Figure 6.**
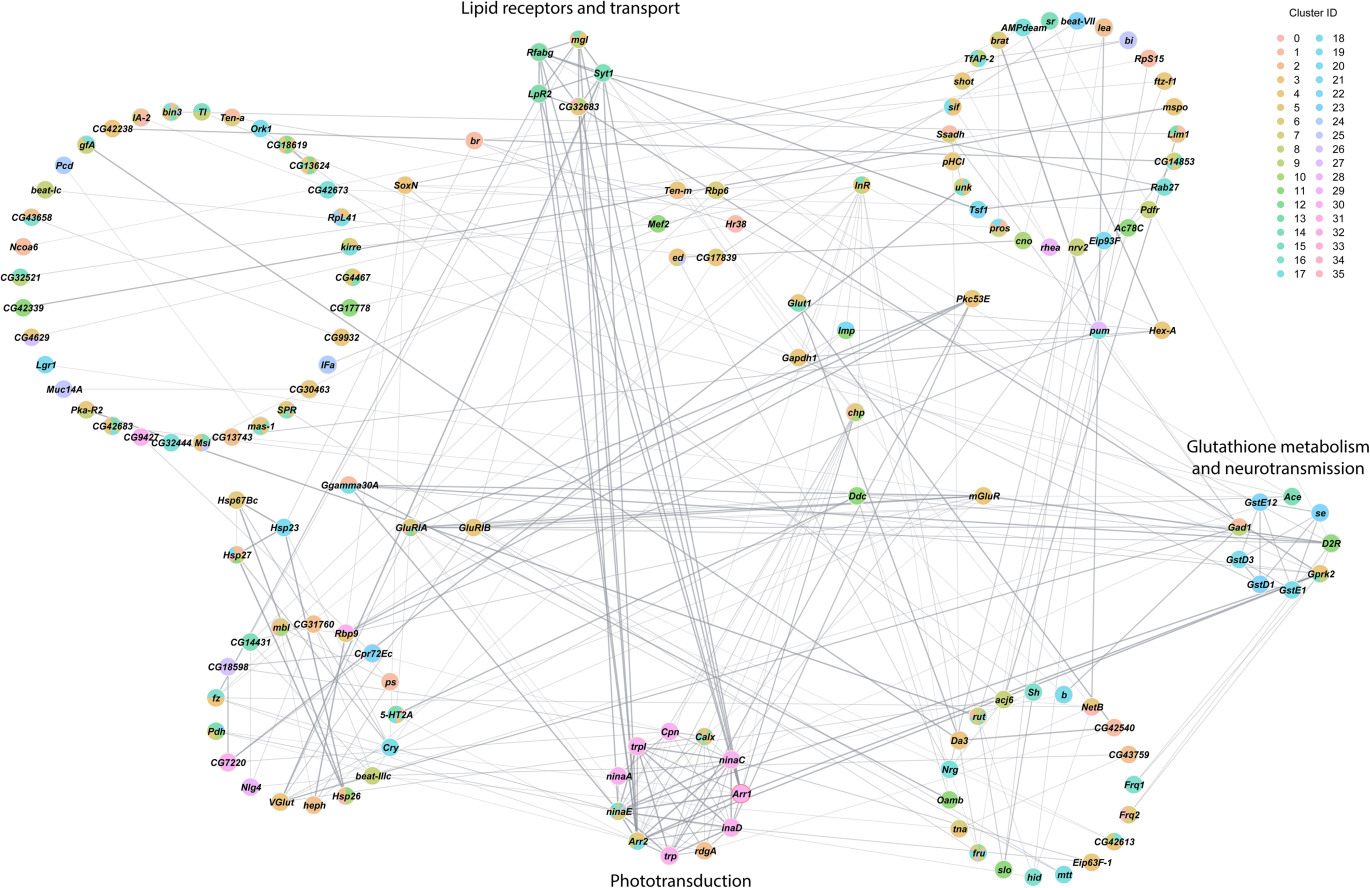
Interaction network analysis of DEGs from all clusters in the female data set. Network constructed from interactions calculated using StringApp plugin within Cytoscape for genes that were differentially expressed (filtered for |log_e_FC| > 0.1 and Bonferroni-adjusted *P*-value < 0.05) in all clusters from the female data set. Gray edges represent interactions. Genes that were differentially expressed in multiple clusters are depicted as pie charts with each color representing the respective cluster. Genes are grouped into circles based on their MCODE connectivity scores. Annotations of these circular groups represent the pathways that are enriched for the genes within these groups. BH-FDR adjusted *P*-value < 0.05 was considered as significant for enrichment in the statistical overrepresentation tests.

## Discussion

Unlike humans and rodent models of substance abuse, *Drosophila* enables comprehensive single-cell transcriptomics analyses of living cells across the entire brain in a single analysis (Davie et al. 2018). We generated an atlas of cocaine-modulated gene expression changes in the fly brain and found that transcriptional changes in response to acute consumption of cocaine are rapid, widespread in both neurons and glia, and sexually dimorphic. We performed the experiments in duplicate to establish cross-validation. Transcript abundance levels are influenced by circadian time (Claridge-Chang et al. 2001; Sivachenko et al. 2013; Krzeptowski et al. 2018). Therefore, we performed all experiments within a defined window of circadian time. Because the transcriptional profiles we obtained provide a single ‘snapshot’ in time, we cannot extract information about the temporal progression of the transcriptional response to cocaine to determine whether or to what extent transcriptional responses in different cell populations occur sequentially or in parallel. Also, we cannot draw inferences as to which changes in gene expression might lay a foundation for development of cocaine preference (Highfill et al. 2019), because we only assessed acute transcriptional responses following a single exposure to cocaine.

### The response to cocaine is sexually dimorphic

Previous studies on the *Drosophila melanogaster* Genetic Reference Panel (Mackay et al. 2012; Huang et al. 2014) have documented sexual dimorphism in the genetic architectures of a wide range of morphological (Zwarts et al. 2015), life history (Nuzhdin et al. 1997; Huang et al. 2020), and behavioral traits (Shorter et al. 2015; Harbison et al. 2019), including cocaine consumption and preference (Highfill et al. 2019). However, sexual dimorphism in the transcriptional response following acute exposure to cocaine is extreme compared to any previous studies and is mirrored and consistent with the behavioral phenotypes (Fig. 1). It is possible that differences in cocaine metabolism between males and females may contribute to this sexual dimorphism. The sexual dimorphism we observe is in line with previous studies that show reduced locomotion and increased grooming in flies given low doses of cocaine, with males showing greater impairments in behavior (McClung and Hirsch 1998). We note, however, that changes in gene expression are not, a priori, necessary for cocaine to elicit behavioral effects.

### Cocaine-modulated gene expression in the mushroom bodies

Transcriptional effects of cocaine exposure are evident in all cell clusters, but among neuronal populations, the Kenyon cells of the mushroom bodies (represented by C11 and C20) have especially large responses to cocaine. 

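In Kenyon-like cluster 17, 73 of 3463 tested genes differed with cocaine over both sexes, 61 higher and 12 lower. In Kenyon-like cluster 10, 180 of 5220 were higher and 43 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcription factor gene fru rose in cluster 17 of males, with a log2 fold change of 1.64 (standard error 0.23, adjusted p = 0.0038). Its call ended without male sucrose replicate 2 (adjusted p = 0.13). In the monoaminergic-like cluster 27, 10 of 1375 genes differed, and in the photoreceptor-like cluster 23, 47 of 2613. GABAergic-like cluster 7 had 157 called genes of 6117. The roX1 RNA was among the genes lower with cocaine in each of these clusters. It had 3252 UMIs in cluster 17 of male sucrose libraries and 10 in that of male cocaine libraries.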

The mushroom bodies are integrative centers associated with experience-dependent modulation of behavior and have previously been implicated in development of preference for cocaine intake (Highfill et al. 2019). 

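In Kenyon-like cluster 17, rut (chromosome X), the adenylyl cyclase gene, rose in females with a log2 fold change of 0.93 (standard error 0.20, adjusted p = 0.039). In males it had -0.14 (standard error 0.19, adjusted p = 0.91), and the difference between the sexes had -1.07 (standard error 0.28, adjusted p = 0.43). It stood at 611 ± 46.7 CPM in female sucrose, 1161 ± 278 in female cocaine, 1057 ± 33.3 in male sucrose and 961 ± 89.7 in male cocaine libraries (SD, n = 2 each). Of 16 tested genes of cyclic AMP signalling 1 rose in this cluster of females, rut itself (camera, adjusted p = 0.0034; adjusted p = 0.22 with an estimated correlation). In Kenyon-like cluster 10, 4 of 17 rose over both sexes, the adenylyl cyclase genes Ac78C and Ac3 and the phosphodiesterase genes Pde6 and dnc (adjusted p = 0.0036; adjusted p = 0.38 with an estimated correlation). Adjusted over the list alone, 3 and 4 genes rose. The complexin gene cpx had a log2 fold change of -0.25 (standard error 0.14, adjusted p = 0.63) in cluster 10 and -0.14 (standard error 0.15, adjusted p = 0.88) in cluster 17 of males. Of 17 genes of inositol phosphate metabolism, 0 rose and 0 fell in cluster 10 of males (camera, adjusted p = 0.55; 0 passed when adjusted over the list alone; 1 with unadjusted p under 0.05, 0 called by DESeq2). Genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The roX2 RNA was counted 666 times in cluster 17 of female sucrose and 0 times in that of female cocaine libraries. The call of rut in cluster 17 of females ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicate 2 (adjusted p from 0.060 to 0.43) and with a replicate block (0.061).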

Acute cocaine consumption leads to changes in gene products associated with signal transduction, including phosphatidyl inositol-mediated signaling in C11 in males (Supplemental Table S10), as well as cyclic AMP-mediated signaling, which is evident from increased expression of rutabaga (*rut*), in C20 in females (Supplemental Tables S8, S10). *rut* encodes a calcium-calmodulin-dependent adenylyl cyclase, implicated in learning and memory (Levin et al. 1992) and behavioral responses to ethanol (Rodan et al. 2002; Xu et al. 2012). *cpx*, which is involved in the functioning of the SNARE complex at the synapse (Scholz et al. 2019) and may affect neurotransmission, is up-regulated in males in response to cocaine. 

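In Kenyon-like cluster 10, slo, a calcium-activated potassium channel gene, rose with cocaine over both sexes with a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.023), and Rgk1, a small GTPase gene, with 0.62 (standard error 0.14, adjusted p = 0.021). Rgk1 stood there at 730.3 ± 12.4 and 1291 ± 332 CPM in female and male sucrose libraries and at 1371 ± 168 and 1628 ± 455 in female and male cocaine libraries (SD, n = 2 each). It rose in 13 of 28 clusters. The dopa decarboxylase gene Ddc had a log2 fold change of -0.57 (standard error 0.22, adjusted p = 0.21) in cluster 10 of females. The dopamine receptor gene Dop2R had one of -0.31 (standard error 0.15, adjusted p = 0.31). Over the whole brain Ddc had a log2 fold change of 0.03 (standard error 0.10, adjusted p = 0.89) and Dop2R of 0.11 (standard error 0.12, adjusted p = 0.61). The whole-brain value of slo was 0.17 (standard error 0.12, adjusted p = 0.42) and that of Rgk1 0.76 (standard error 0.19, adjusted p = 0.056), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Yp3, a yolk protein gene, was counted 0 times in cluster 10 of female sucrose and 29 times in that of female cocaine libraries. In cluster 10 the call of slo ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicate 2 (adjusted p from 0.071 to 0.14) and with neither of the deepest libraries (0.064). That of Rgk1 ended without female sucrose replicates 1 and 2, male sucrose replicate 2, female cocaine replicate 2 and male cocaine replicate 2 (adjusted p from 0.082 to 0.13) and with neither of the deepest libraries (0.17).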

Kenyon cells receive dopaminergic input, and acute exposure to cocaine results in altered expression of *Ddc*, which encodes Dopa decarboxylase, and down-regulation of *Dop2R*, which encodes a dopamine receptor in C11 in females (Supplemental Table S8). *slo*, which regulates neurotransmitter release at synapses (Jepson et al. 2014), is up-regulated in response to cocaine, as is *Rgk1*, which plays a role in negative regulation of calcium channel activity (Murakami et al. 2017). Down-regulation of *jdp* can lead to dopamine blockade through its activity as a cochaperone in synaptic vesicle release (Ye et al. 2004). 

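The cochaperone gene jdp had a log2 fold change with cocaine of -0.20 (standard error 0.10, adjusted p = 0.35) in Kenyon-like cluster 10 and -0.25 (standard error 0.11, adjusted p = 0.25) in Kenyon-like cluster 17 over both sexes. The whole-brain value was -0.03 (standard error 0.11, adjusted p = 0.87), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It stood at 1735 ± 233 CPM in sucrose libraries and 1570 ± 58.8 in cocaine libraries (SD, n = 4 each). It passed the test in 1 of 33 clusters, where it was higher.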

Based on the collective data, cocaine-induced modulation of gene expression appears to result in altered synaptic regulation in the mushroom bodies.

### Cocaine-modulated gene expression in glia

In addition to cocaine-modulated changes in gene expression in neurons, acute exposure to cocaine results in altered transcript abundances in different populations of glia (C13, C17, C19, C22), including surface glia (C22) and astrocytes (C17). 

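Of the glia-like clusters, 33 genes were higher and 13 lower with cocaine over both sexes in cluster 22, and 9 and 5 in cluster 18. The numbers were 7 and 6 in cluster 20 and 6 and 6 in cluster 29. In cluster 15, which best matches the genes that define C17 but also expresses neuron markers, 140 genes were higher and 25 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and clusters). The long noncoding RNA CR34335 rose in cluster 15 of males with a log2 fold change of 1.85 (standard error 0.34, adjusted p = 0.029). That call ended without male sucrose replicate 2 and male cocaine replicate 2 (adjusted p from 0.36 to 0.56) and with DESeq2 (0.15), a replicate block (0.090) and neither of the deepest libraries (0.14). roX2, a marker of males, was counted 2428 and 2490 times in cluster 15 of female and male sucrose libraries. In female and male cocaine libraries it was counted 1 and 13 times there. The numbers of cells behind these counts were 947 in cluster 18, 736 in cluster 20, 451 in cluster 29 and 1868 in cluster 15.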

Mutants of *moody*, which encodes two G protein-coupled receptor isoforms localized to surface glia, have increased sensitivity to cocaine (Bainton et al. 2005). The surface glia, represented by perineurial and subperineurial glia, act as the blood-brain barrier (DeSalvo et al. 2014; Kremer et al. 2017) and mediate the innate immune response (Kounatidis and Chtarbanova 2018). Genes associated with the blood-brain barrier in *Drosophila* are also up-regulated in response to cocaine. This includes *ogre,* which regulates gap junction channel activity (Holcroft et al. 2013; Spéder and Brand 2014), and *Nrg,* which plays a role in cell adhesion in the blood-brain barrier (Kanda et al. 2019), in females.

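The innexin gene ogre (CG3039, chromosome X, 6973620 to 6991318) rose over the whole brain from 21.8 ± 3.30 CPM (SD, n = 2 libraries) in female sucrose to 51.1 ± 20.0 in female cocaine libraries, a log2 fold change of 1.30 (standard error 0.24, adjusted p = 0.030). It had 0.82 (standard error 0.24, adjusted p = 0.22) in males, and the difference between the sexes had -0.48 (standard error 0.34, adjusted p = 0.64). Within clusters it rose in 9 of 22 over both sexes, none of them glia-like. In glia-like cluster 22 of females it had a log2 fold change of 0.03 (standard error 0.35, adjusted p = 0.98). Nrg, a cell adhesion gene, had a log2 fold change of 0.31 (standard error 0.15, adjusted p = 0.22) over the whole brain of females and -0.09 (standard error 0.42, adjusted p = 0.94) in their cluster 22. moody, a receptor gene of the blood-brain barrier, had a log2 fold change of 0.01 (standard error 0.16, adjusted p = 0.99) over the whole brain and -0.54 (standard error 0.25, adjusted p = 0.30) in cluster 22 over both sexes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Yp1, a female marker, had a log2 fold change of 6.60 in the same comparison of females. The call of ogre in females ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2 and female cocaine replicate 2 (adjusted p from 0.063 to 0.15) and with neither of the deepest libraries (0.078) and the libraries of the other sex left out (0.097).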

Acute exposure to cocaine causes changes in expression of genes involved with Toll-like receptor (TLR) signaling, nuclear factor kappa B (NF-kB) activation, cytokine production, and glutathione metabolism (Figs. 5, 6). 

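Over the whole brain and both sexes, 2 of 29 genes of Toll and NF-kB signalling rose with cocaine, the NF-kB gene dl (log2 fold change 1.18 (standard error 0.20, adjusted p = 0.013)) and the Toll receptor gene Tollo (0.85 (standard error 0.20, adjusted p = 0.042)), and 0 fell by edgeR's quasi-likelihood test. Adjusted over the list alone, 2 rose. As a set they had a median log2 fold change of 0.03 and a mean of -0.03, which differ in sign, and adjusted p = 0.41 by camera. Of 29 genes of the glutathione system, 1 fell, the glutathione transferase gene se, and 0 rose (adjusted over the list alone, 1 fell). This set had adjusted p = 0.086 by camera. msl-2, the gene of a protein of the male dosage compensation complex, had a log2 fold change of -0.52 (standard error 0.10, adjusted p = 0.024) in the same comparison. The call of dl ended without male sucrose replicates 1 and 2 (adjusted p from 0.051 to 0.069) and with neither of the deepest libraries (0.062) and sex left out of the model (0.052). That of Tollo ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2, female cocaine replicates 1 and 2 and male cocaine replicate 2 (adjusted p from 0.081 to 0.16) and with a replicate block (0.072), thinned counts (0.071), neither of the deepest libraries (0.17) and sex left out of the model (0.22).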

TLR signaling has been associated with response to cocaine (Zhu et al. 2018), likely due to the interaction of cocaine with TLR on microglia (Northcutt et al. 2015), and cocaine activates the NF-kB pathway in the nucleus accumbens of mice (Russo et al. 2009; Muriach et al. 2010).

Astrocytes provide metabolic support for neurons (Tsacopoulos and Magistretti 1996) and regulate neuronal NMDA receptors and synaptic plasticity (Haydon et al. 2009). Glutamatergic neurons feature prominently in C1, C3, C21, and C33. Studies on rats have shown that cocaine is toxic to astrocytes and that loss of astrocytes leads to dysfunctional neuron-glia communication (Badisa et al. 2013, 2014, 2015). *Eaat1*, which is highly expressed in astrocytes (Supplemental Table S4), encodes a transmembrane glutamate transporter involved in glia-neuron communication (MacNamee et al. 2016). *Eaat1* is down-regulated in response to cocaine in males and has been associated with lifespan (Mazaud et al. 2019), long-term memory (Matsuno et al. 2019), seizures (Jen et al. 2005; Cho et al. 2018), and ataxia (Jen et al. 2005; Parinejad et al. 2016). 

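The glial glutamate transporter gene Eaat1 (CG3747, chromosome 2L, 9333567 to 9341925) stood at 157 ± 19.2 CPM in male sucrose and 192 ± 53.2 in male cocaine libraries (SD, n = 2 each). Its log2 fold change in males was 0.40 (standard error 0.21, adjusted p = 0.58) over the whole brain. In males it had a log2 fold change of -0.27 (standard error 0.32, adjusted p = 0.90) in cluster 15, the cluster that best matches C17, -0.50 (standard error 0.57, adjusted p = 0.89) in glia-like cluster 18 and -0.78 (standard error 0.57, adjusted p = 0.77) in glia-like cluster 20. Over both sexes the whole-brain value was 0.38 (standard error 0.15, adjusted p = 0.18). Eaat1 passed the test, higher with cocaine, in 1 of 22 clusters (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).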

Episodic ataxia due to a mutation in this gene (Parinejad et al. 2016) suggests that altered expression of *Eaat1* in astrocytes could play a role in cocaine-induced locomotor effects.

### Translating findings from the *Drosophila* model to cocaine sensitivity in humans

Like flies, people show sexually dimorphic effects of cocaine use. Although substance use disorders are more prevalent in males, females are more likely to escalate their drug usage to the compulsive stage faster than males (Haas and Peters 2000; Westermeyer and Boedicker 2000), report more negative effects during withdrawal, and have greater relapse than males (Becker and Koob 2016). Females metabolize cocaine faster than males, as is evident from lower levels of cocaine metabolites in the bloodstream of females compared to males who have consumed equal amounts of cocaine (Lukas et al. 1996). In this same study, males experienced the effects of cocaine faster and with greater intensity than females. In rats, differences in sex hormones and the estrous cycle contribute to differences in sensitivity to cocaine (Becker and Koob 2016; Cao et al. 2018). Thus, sexual dimorphism is a universal feature of the physiological response to cocaine.

Although the *Drosophila* brain is anatomically distinct from the vertebrate brain, fundamental neural processes are evolutionarily conserved. Functions of the dopamine reward pathway in humans are analogous to experience-dependent modulation of behaviors by the mushroom bodies. In our study, ∼69% of genes differentially expressed in response to cocaine have human orthologs (Supplemental Table S3), including *Aldh*, *Dop2R*, *GluRIA*, *GluRIB*, and *Vmat,* previously implicated in cocaine phenotypes. 

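GluRIA, a gene of an AMPA-type glutamate receptor subunit, rose over the whole brain from 159 ± 22.6 to 262 ± 41.0 CPM (SD, n = 4 libraries each), a log2 fold change of 0.83 (standard error 0.13, adjusted p = 0.0081). It rose in 19 of 29 clusters. GluRIB, of the same family, had a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.028) and rose in 7 of 32. The aldehyde dehydrogenase gene Aldh had a log2 fold change of -0.04 (standard error 0.10, adjusted p = 0.83) over the whole brain. Vmat, which encodes the vesicular monoamine transporter, had one of 0.32 (standard error 0.23, adjusted p = 0.43). Values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fru gene, a gene of sex determination, had a log2 fold change of 1.05 (standard error 0.10, adjusted p = 7.9e-04) in the same comparison. GluRIA's call ended without male sucrose replicate 2 (adjusted p = 0.058). That of GluRIB ended without female sucrose replicates 1 and 2, male sucrose replicates 1 and 2, female cocaine replicate 1 and male cocaine replicate 2 (adjusted p from 0.065 to 0.13) and with a replicate block (0.052) and sex left out of the model (0.11).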

Polymorphisms in the human ortholog for *Aldh*, *ALDH2*, have been associated with drug addiction in Chinese populations (Zhang et al. 2017), and suppression of *ALDH2* suppresses cocaine-seeking behavior (Yao et al. 2010). *Dop2R* encodes a dopamine receptor, and its human ortholog, *DRD2*, is a well-characterized component of the dopamine reward pathway, which mediates development of cocaine dependence (Noble et al. 1993; Persico et al. 1996; Moyer et al. 2011; Stolf et al. 2019). The glutamate receptor genes *GluRIA* and *GluRIB* are associated with glutamatergic neurotransmission, which is altered following exposure to cocaine and has been linked to cocaine sensitization and cocaine-induced behavioral effects (Ghasemzadeh et al. 2011; Liu et al. 2014; Shin et al. 2016). *Vmat* encodes the vesicular monoamine transporter responsible for packaging the neurotransmitters dopamine, serotonin, and octopamine in synaptic vesicles (Greer et al. 2005). In humans, the solute carrier family 18 member A2, SLC18A2 (previously known as VMAT2), has the same function, and protein levels are reduced in cocaine users (Little et al. 2003; Narendran et al. 2014). These functional parallels between the fly model and human studies provide proof-of-principle that results from cocaine exposure obtained from the fly model can be translated to human populations. Thus, the comprehensive documentation of cocaine-mediated modulation of gene expression which we have derived can serve as a contextual framework for future human studies.

## Methods

### *Drosophila* stock

Canton S (B) flies (Norga et al. 2003) were maintained on standard cornmeal/yeast/molasses-agar culture medium at 25°C on a 12:12 h light:dark cycle with 50% humidity in controlled adult density vials to prevent overcrowding. Briefly, five males and five females were placed into a vial and allowed to mate for 2 d before being cleared. Progeny from these vials were collected after eclosion and aged for 3–5 d before experimentation.

### Cocaine exposure

Cocaine.HCl was obtained from the National Institute on Drug Abuse under Drug Enforcement Administration license RA0443159. To expose flies to cocaine, we performed a modified version of the capillary feeder (CAFE) assay (Ja et al. 2007). We collected the first 40 flies that consumed 0.53 µL of cocaine and the first 40 flies that consumed 0.53 µL of sucrose, corresponding to an 8-mm reduction in the height of the solution in the capillary. All experiments were carried out between 8 a.m. and 11 a.m. Flies were allowed to feed for no more than 2 h.

### Behaviors

We measured negative geotaxis and startle response of individual flies within a 10-min time frame immediately following acute exposure to cocaine in the CAFE assay. We quantified grooming and seizures in addition to measuring the behavioral response in each assay. Excessive grooming was defined as more than 10 sec of constant grooming (Supplemental Video S2). Seizure activity was defined as severe muscle tremors that prevented the fly from moving normally (Supplemental Video S3).

### Brain dissection and dissociation

Brains were dissected from each fly immediately after it consumed the designated amount of sucrose or cocaine solution, and we used a dissociation protocol modified from Croset et al. (2018) and Davie et al. (2018). We collected eight samples of 20 brains from males and females exposed to cocaine or sucrose, with two biological replicates per treatment and sex. We proceeded with GEM generation using the Chromium controller (10x Genomics) if we had a live cell count of >500 live cells/µL.

### Library preparation and sequencing

We made libraries after GEM generation in accordance with 10x Genomics v3.1 protocols. We sequenced the final libraries on an S1 flow cell using a NovaSeq (Illumina, Inc.) according to the manufacturer's instructions.

### FASTQ generation, demultiplexing, and alignment

The mkfastq pipeline within Cell Ranger v3.1 (10x Genomics) was used to convert BCL files from the sequence run folder to demultiplexed FASTQ files. Release 6 version of the *Drosophila melanogaster* reference GCA_000001215.4 from the NCBI GenBank database (https://www.ncbi.nlm.nih.gov/genbank/) was indexed using the mkref pipeline and used for alignment using the *count* pipeline within Cell Ranger v3.1 with the expected cell count parameter set to 5000 cells. The sequencing and alignment summary is given in Supplemental Table S2.

### Preprocessing, integration, and cell type clustering

Raw expression counts output for each sample from the Cell Ranger pipeline was imported and analyzed using the Seurat v3 package in R (R core team 2013; Butler et al. 2018). Genes expressed in less than five cells and cells with less than 300 or greater than 2500 RNA features were filtered out. The upper (2500) and lower (300) thresholds for the RNA features per cell were chosen based on the recommendations from the developers of the Seurat v3 pipeline. The recommendation is based on the multitude of observations indicating that cells with less than 300 RNA features tend to have very sparse and unreliable signal and those with greater than 2500 RNA features tend to be miscalled multiplet cells. Normalization and subsequent integration were performed using the sctransform pipeline (Hafemeister and Satija 2019). To identify the cell type clusters within the data set, unsupervised clustering using the FindClusters function and a resolution of 0.8 were used. Cluster marker genes were identified using the FindAllMarker function (min.pct equals; 0.25, logfc.threshold equals; 0.5, only.pos equals; TRUE). The top three genes with positive expression for each cluster were extracted and used for cell type characterization.

### Differential expression

Differential expression was performed for each cluster in two ways: (1) after combining male and female samples together to test for effects of cocaine that are common to both sexes; and (2) testing for effects of cocaine in males and females separately to identify sexually dimorphic responses. The Pearson residuals output from the sctransform pipeline was used as input for differential expression (DE) calculation (Hafemeister and Satija 2019). The MAST algorithm was used as the testing methodology in the FindMarkers function (test.use equals; “MAST”, assay equals; “SCT”, slot equals; “scale.data”) for each cluster to calculate DE. Clusters with a sufficient number of DEGs were subjected to pathway enrichment analysis using the statistical overrepresentation test using PANTHER (Thomas et al. 2003) and Reactome databases (Fabregat et al. 2016). Pathways with BH-FDR adjusted *P*-values < 0.05 were considered statistically enriched.

### Simulation of bulk RNA-seq response

The results from DE calculation from the combined data set were used to determine which genes were consistently up-regulated and down-regulated, respectively, across all clusters as a result of exposure to cocaine. The top 50 ranked differentially up-regulated genes for each cluster and the top 20 ranked differentially down-regulated genes for each cluster were input into the TopKLists R package (Schimek et al. 2015).

### Cluster-specific coexpression networks

The scaled data from the sctransform pipeline for differentially expressed genes from clusters 16 and 22 were extracted for the male samples. These scaled data were used as input for filtering through the Random Matrix Theory (Gibson et al. 2013). The correlations that passed the filtering process were visualized using Cytoscape version 3.7.2. The MCODE algorithm (Bader and Hogue 2003) was utilized to identify highly interconnected modules within the larger cluster network. Genetic interaction networks were constructed by converting the gene IDs to gene names/symbols using the FlyBase Consortium's ‘Query-by-symbols/ID’ tool and calculating interactions between gene products using the StringApp plugin within Cytoscape (Doncheva et al. 2019). To identify specific pathways that are enriched in genes within each of the circular groups, we performed statistical overrepresentation tests on the gene IDs from each group using PANTHER (Thomas et al. 2003) and Reactome (Fabregat et al. 2018) databases. Pathways with BH-FDR adjusted *P*-values < 0.05 were considered statistically enriched.

## Data access

All single-cell RNA sequences data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE152495. R code that was used to perform Seurat-based analyses with TopKLists is included in Supplemental Code and is available at GitHub (https://github.com/vshanka23/The-Drosophila-Brain-on-Cocaine-at-Single-Cell-Resolution/blob/master/Rcode_for_analyses.R).

## Supplementary Material

Supplemental Material

# Supplementary material for: The Drosophila brain on cocaine at single-cell resolution
**Source:** Genome Res. 2021 Oct;31(10):1927–37. doi: 10.1101/gr.268037.120
**Supplement:** Supplemental Material

The Drosophila brain on cocaine at single-cell resolution — Supplemental Material 

# The *Drosophila* brain on cocaine at single-cell resolution

## Supplemental Material

- Supplemental\_Table\_S1\_xlsx.xlsx
- Supplemental\_Table\_S3\_xlsx.xlsx
- Supplemental\_Table\_S5\_xlsx.xlsx
- Supplemental\_Table\_S6\_xlsx.xlsx
- Supplemental\_Table\_S7\_xlsx.xlsx
- Supplemental\_Table\_S8\_xlsx.xlsx
- Supplemental\_Table\_S10\_xlsx.xlsx
- Supplemental\_Movie\_S2\_mp4.mp4
- Supplemental\_Movie\_S3\_mp4.mp4
- Supplemental\_code.docx
- Supplemental\_Material.pdf
- Supplemental\_Table\_S9\_xlsx.xlsx
- Supelemental\_Movie\_S1\_mp4.mp4

# Supplementary material for: The Drosophila brain on cocaine at single-cell resolution
**Source:** Genome Res. 2021 Oct;31(10):1927–37. doi: 10.1101/gr.268037.120
**Supplement:** Supplemental Material

**Supplemental Code**

library(cowplot)

library(ggplot2)

library(dplyr)

library(Seurat)

library(rlang)

library(TopKLists)

library(readxl)

##scTransform requires considerable RAM so add this statement before proceeding to intergration.

options(future.globals.maxSize= 53687091200)

##Read data in

Female_sucrose_R1_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S1/outs/filtered_feature_bc_matrix/")

Female_sucrose_R2_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S2/outs/filtered_feature_bc_matrix/")

Male_sucrose_R1_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S3/outs/filtered_feature_bc_matrix/")

Male_sucrose_R2_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S4/outs/filtered_feature_bc_matrix/")

Female_cocaine_R1_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S5/outs/filtered_feature_bc_matrix/")

Female_cocaine_R2_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S6/outs/filtered_feature_bc_matrix/")

Male_cocaine_R1_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S7/outs/filtered_feature_bc_matrix/")

Male_cocaine_R2_Data <- Read10X(data.dir="/CHG_backup2/Sequencing_data/Single_cell_sequencing/Brain_cocaine/Run1/2_counts_31/S8v2/outs/filtered_feature_bc_matrix/")

##Create Seurat objects

Female_sucrose_R1 <- CreateSeuratObject(counts=Female_sucrose_R1_Data,project="Female_Sucrose",min.cells=5)

Female_sucrose_R2 <- CreateSeuratObject(counts=Female_sucrose_R2_Data,project="Female_Sucrose",min.cells=5)

Male_sucrose_R1 <- CreateSeuratObject(counts=Male_sucrose_R1_Data,project="Male_Sucrose",min.cells = 5)

Male_sucrose_R2 <- CreateSeuratObject(counts=Male_sucrose_R2_Data,project="Male_Sucrose",min.cells = 5)

Female_cocaine_R2 <- CreateSeuratObject(counts=Female_cocaine_R2_Data,project="Female_Cocaine",min.cells=5)

Female_cocaine_R1 <- CreateSeuratObject(counts=Female_cocaine_R1_Data,project="Female_Cocaine",min.cells=5)

Male_cocaine_R1 <- CreateSeuratObject(counts=Male_cocaine_R1_Data,project="Male_Cocaine",min.cells = 5)

Male_cocaine_R2 <- CreateSeuratObject(counts=Male_cocaine_R2_Data,project="Male_Cocaine",min.cells = 5)

##Set identities for condition

Male_cocaine_R1$stim <- "cocaine"

Male_cocaine_R2$stim <- "cocaine"

Male_sucrose_R1$stim <- "sucrose"

Male_sucrose_R2$stim <- "sucrose"

Female_cocaine_R1$stim <- "cocaine"

Female_cocaine_R2$stim <- "cocaine"

Female_sucrose_R1$stim <- "sucrose"

Female_sucrose_R2$stim <- "sucrose"

##Set identities for gender and condition

Male_cocaine_R1$gender_stim <- "male_cocaine"

Male_cocaine_R2$gender_stim <- "male_cocaine"

Male_sucrose_R1$gender_stim <- "male_sucrose"

Male_sucrose_R2$gender_stim <- "male_sucrose"

Female_cocaine_R1$gender_stim <- "female_cocaine"

Female_cocaine_R2$gender_stim <- "female_cocaine"

Female_sucrose_R1$gender_stim <- "female_sucrose"

Female_sucrose_R2$gender_stim <- "female_sucrose"

##Set identities for sample

Male_cocaine_R1$sample_id <- "male_cocaine_R1"

Male_cocaine_R2$sample_id <- "male_cocaine_R2"

Male_sucrose_R1$sample_id <- "male_sucrose_R1"

Male_sucrose_R2$sample_id <- "male_sucrose_R2"

Female_cocaine_R1$sample_id <- "female_cocaine_R1"

Female_cocaine_R2$sample_id <- "female_cocaine_R2"

Female_sucrose_R1$sample_id <- "female_sucrose_R1"

Female_sucrose_R2$sample_id <- "female_sucrose_R2"

##Remove spurious features (low and high)

Male_cocaine_R2 <- subset(Male_cocaine_R2,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

Male_cocaine_R1 <- subset(Male_cocaine_R1,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

Male_sucrose_R2 <- subset(Male_sucrose_R2,subset=nFeature_RNA > 300 & nFeature_RNA <2500)

Male_sucrose_R1 <- subset(Male_sucrose_R1,subset=nFeature_RNA > 300 & nFeature_RNA <2500)

Female_cocaine_R2 <- subset(Female_cocaine_R2,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

Female_cocaine_R1 <- subset(Female_cocaine_R1,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

Female_sucrose_R2 <- subset(Female_sucrose_R2,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

Female_sucrose_R1 <- subset(Female_sucrose_R1,subset=nFeature_RNA > 300 & nFeature_RNA < 2500)

##Normalize

Male_cocaine_R1 <- SCTransform(Male_cocaine_R1,verbose = FALSE,return.only.var.genes = FALSE)

Male_cocaine_R2 <- SCTransform(Male_cocaine_R2,verbose = FALSE,return.only.var.genes = FALSE)

Male_sucrose_R1 <- SCTransform(Male_sucrose_R1,verbose = FALSE,return.only.var.genes = FALSE)

Male_sucrose_R2 <- SCTransform(Male_sucrose_R2,verbose = FALSE,return.only.var.genes = FALSE)

Female_cocaine_R1 <- SCTransform(Female_cocaine_R1,verbose = FALSE,return.only.var.genes = FALSE)

Female_cocaine_R2 <- SCTransform(Female_cocaine_R2,verbose = FALSE,return.only.var.genes = FALSE)

Female_sucrose_R1 <- SCTransform(Female_sucrose_R1,verbose = FALSE,return.only.var.genes = FALSE)

Female_sucrose_R2 <- SCTransform(Female_sucrose_R2,verbose = FALSE,return.only.var.genes = FALSE)

##Feature selection

Brain.features <- SelectIntegrationFeatures(object.list=c(Male_cocaine_R1,Male_cocaine_R2,Male_sucrose_R1,Male_sucrose_R2,Female_cocaine_R1,Female_cocaine_R2,Female_sucrose_R1,Female_sucrose_R2),nfeatures=1500)

Brain.list <- PrepSCTIntegration(object.list = c(Male_cocaine_R1,Male_cocaine_R2,Male_sucrose_R1,Male_sucrose_R2,Female_cocaine_R1,Female_cocaine_R2,Female_sucrose_R1,Female_sucrose_R2),anchor.features = Brain.features,verbose = FALSE)

##Identify anchors

Brain.anchors <- FindIntegrationAnchors(object.list = Brain.list, normalization.method = "SCT", anchor.features = Brain.features, verbose = FALSE)

Brain.integrated <- IntegrateData(anchorset = Brain.anchors, normalization.method = "SCT", verbose = FALSE)

Brain.integrated <- RunPCA(object = Brain.integrated, verbose = FALSE)

##Break - Use elbowplot to determine how many dimensions to use for capturing as much variability as possible without using all of the axes. Look for a point of desaturation (elbow).

ElbowPlot(Brain.integrated)

##Break

##Use info from elbow plot to set number of dimensions for UMAP

Brain.integrated <- RunUMAP(Brain.integrated, reduction = "pca", dims = 1:10)

Brain.integrated <- FindNeighbors(Brain.integrated,reduction = "pca", dims = 1:10)

##Cluster cells, but first find the correct resolution by trying to apply a range of values

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.4)

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.5)

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.6)

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.7)

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.8)

brain_clusters <- FindClusters(Brain.integrated,resolution = 0.9)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.0)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.1)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.2)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.3)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.4)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.5)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.6)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.7)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.8)

brain_clusters <- FindClusters(Brain.integrated,resolution = 1.9)

brain_clusters <- FindClusters(Brain.integrated,resolution = 2.0)

##Once a suitable resolution has been found, rerun the FindCluster with that value.

Brain.integrated <- FindClusters(Brain.integrated, resolution = 0.8)

Brain.integrated$Celltype <- Idents(Brain.integrated)

plots <- DimPlot(Brain.integrated,reduction="umap",group.by=c("stim","gender_stim","Celltype","sample_id"),combine=FALSE)

plots <- lapply(X = plots, FUN = function(x) + theme(legend.position = "top") + guides(color = guide_legend(nrow = 2), byrow= TRUE, override.aes = list(size=3))))

CombinePlots(plots)

##Create new identities for DE analysis downstream

Brain.integrated$celltype.stim <- paste(Idents(Brain.integrated),Brain.integrated$stim,sep="_")

Brain.integrated$celltype.gender_stim <- paste(Idents(Brain.integrated),Brain.integrated$gender_stim,sep="_")

##Switch to RNA assay to find cluster markers

DefaultAssay(Brain.integrated) <- "RNA"

Brain.integrated <- NormalizeData(Brain.integrated, verbose = FALSE)

Brain.integrated_markers_all <- FindAllMarkers(Brain.integrated, min.pct=0.25, logfc.threshold = 0.5, only.pos = TRUE)

Brain.integrated_cluster_markers <- Brain.integrated_markers_all %>% group_by(cluster) %>% top_n(n=3, wt = avg_logFC) %>% print(n=3*37)

write.csv(Brain.integrated_cluster_markers, "Brain_integrated_cluster_markers_top3.csv")

##Change labels to marker genes

new.cluster.ids <- c("VGlut/CG2269/CG32017","Gad1/CG14989/CG32017","spab/jeb/CG31221","VGlut/CG34355/CG9650","SoxN/CG9650/klg","pros/dati/spab","toy/bi","pros/br/beat-IIIC","sosie/acj6/nAChRalpha6","Gad1/Lim3/CG14989","mbl/Imp/CG31345","jdp/Pka-R2/Rgk1","ct/Gad1/CG14989","Obp44a/CG8369/CG15201","pdm3/vvl/CG18598","Pka-C3/sosie/CG2016","CNMaR/SoxN/CG42750","Eaat1/CG2016/CG15522","DIP-theta/aop/CG42458","Gs2/CG1552/CG8369","Pka-R2/crb/Rgk1","VGlut/mbl/Proc","Cys/SPARC/CG3168","Nos/Octbeta1R/CG14989","Vmat/Hsp23/CG4577","bi/shakB/Octbeta1R","shakB/CG3134/CG18598","Dh31/Nep1/CG14687","Frq1/CG43795/CG14274","DAT/Vmat/ple","Arr2/Arr1/ninaE","CG2016/CG6044/CG42540","kn/sNPF/lncR:CR45223","VGlut/Ca-alpha1T/CG8034","Tk/Nplp1/nAChRalpha6","sNPF/CG14989/lncR:CR45223")

names(new.cluster.ids)<-levels(Brain.integrated)

Brain.integrated<-RenameIdents(Brain.integrated,new.cluster.ids)

DefaultAssay(Brain.integrated) <-"integrated"

DimPlot(Brain.integrated,label = TRUE) + NoLegend()

##Perform DE

##Store previous biological cluster identities

Brain.integrated$cluster_ids <- Idents(Brain.integrated)

##replace with gender + condition based identities

Idents(Brain.integrated) <- "celltype.gender_stim"

##Test female first

Brain_cocaine_DE_female_stim_C0 <- FindMarkers(Brain.integrated,ident.1 = "0_female_cocaine",ident.2 = "0_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C1 <- FindMarkers(Brain.integrated,ident.1 = "1_female_cocaine",ident.2 = "1_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C2 <- FindMarkers(Brain.integrated,ident.1 = "2_female_cocaine",ident.2 = "2_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C3 <- FindMarkers(Brain.integrated,ident.1 = "3_female_cocaine",ident.2 = "3_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C4 <- FindMarkers(Brain.integrated,ident.1 = "4_female_cocaine",ident.2 = "4_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C5 <- FindMarkers(Brain.integrated,ident.1 = "5_female_cocaine",ident.2 = "5_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C6 <- FindMarkers(Brain.integrated,ident.1 = "6_female_cocaine",ident.2 = "6_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C7 <- FindMarkers(Brain.integrated,ident.1 = "7_female_cocaine",ident.2 = "7_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C8 <- FindMarkers(Brain.integrated,ident.1 = "8_female_cocaine",ident.2 = "8_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C9 <- FindMarkers(Brain.integrated,ident.1 = "9_female_cocaine",ident.2 = "9_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C10 <- FindMarkers(Brain.integrated,ident.1 = "10_female_cocaine",ident.2 = "10_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C11 <- FindMarkers(Brain.integrated,ident.1 = "11_female_cocaine",ident.2 = "11_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C12 <- FindMarkers(Brain.integrated,ident.1 = "12_female_cocaine",ident.2 = "12_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C13 <- FindMarkers(Brain.integrated,ident.1 = "13_female_cocaine",ident.2 = "13_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C14 <- FindMarkers(Brain.integrated,ident.1 = "14_female_cocaine",ident.2 = "14_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C15 <- FindMarkers(Brain.integrated,ident.1 = "15_female_cocaine",ident.2 = "15_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C16 <- FindMarkers(Brain.integrated,ident.1 = "16_female_cocaine",ident.2 = "16_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C17 <- FindMarkers(Brain.integrated,ident.1 = "17_female_cocaine",ident.2 = "17_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C18 <- FindMarkers(Brain.integrated,ident.1 = "18_female_cocaine",ident.2 = "18_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C19 <- FindMarkers(Brain.integrated,ident.1 = "19_female_cocaine",ident.2 = "19_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C20 <- FindMarkers(Brain.integrated,ident.1 = "20_female_cocaine",ident.2 = "20_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C21 <- FindMarkers(Brain.integrated,ident.1 = "21_female_cocaine",ident.2 = "21_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C22 <- FindMarkers(Brain.integrated,ident.1 = "22_female_cocaine",ident.2 = "22_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C23 <- FindMarkers(Brain.integrated,ident.1 = "23_female_cocaine",ident.2 = "23_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C24 <- FindMarkers(Brain.integrated,ident.1 = "24_female_cocaine",ident.2 = "24_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C25 <- FindMarkers(Brain.integrated,ident.1 = "25_female_cocaine",ident.2 = "25_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C26 <- FindMarkers(Brain.integrated,ident.1 = "26_female_cocaine",ident.2 = "26_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C27 <- FindMarkers(Brain.integrated,ident.1 = "27_female_cocaine",ident.2 = "27_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C28 <- FindMarkers(Brain.integrated,ident.1 = "28_female_cocaine",ident.2 = "28_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C29 <- FindMarkers(Brain.integrated,ident.1 = "29_female_cocaine",ident.2 = "29_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C30 <- FindMarkers(Brain.integrated,ident.1 = "30_female_cocaine",ident.2 = "30_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C31 <- FindMarkers(Brain.integrated,ident.1 = "31_female_cocaine",ident.2 = "31_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C32 <- FindMarkers(Brain.integrated,ident.1 = "32_female_cocaine",ident.2 = "32_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C33 <- FindMarkers(Brain.integrated,ident.1 = "33_female_cocaine",ident.2 = "33_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C34 <- FindMarkers(Brain.integrated,ident.1 = "34_female_cocaine",ident.2 = "34_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_female_stim_C35 <- FindMarkers(Brain.integrated,ident.1 = "35_female_cocaine",ident.2 = "35_female_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

##test male second

Brain_cocaine_DE_male_stim_C0 <- FindMarkers(Brain.integrated,ident.1 = "0_male_cocaine",ident.2 = "0_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C1 <- FindMarkers(Brain.integrated,ident.1 = "1_male_cocaine",ident.2 = "1_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C2 <- FindMarkers(Brain.integrated,ident.1 = "2_male_cocaine",ident.2 = "2_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C3 <- FindMarkers(Brain.integrated,ident.1 = "3_male_cocaine",ident.2 = "3_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C4 <- FindMarkers(Brain.integrated,ident.1 = "4_male_cocaine",ident.2 = "4_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C5 <- FindMarkers(Brain.integrated,ident.1 = "5_male_cocaine",ident.2 = "5_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C6 <- FindMarkers(Brain.integrated,ident.1 = "6_male_cocaine",ident.2 = "6_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C7 <- FindMarkers(Brain.integrated,ident.1 = "7_male_cocaine",ident.2 = "7_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C8 <- FindMarkers(Brain.integrated,ident.1 = "8_male_cocaine",ident.2 = "8_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C9 <- FindMarkers(Brain.integrated,ident.1 = "9_male_cocaine",ident.2 = "9_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C10 <- FindMarkers(Brain.integrated,ident.1 = "10_male_cocaine",ident.2 = "10_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C11 <- FindMarkers(Brain.integrated,ident.1 = "11_male_cocaine",ident.2 = "11_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C12 <- FindMarkers(Brain.integrated,ident.1 = "12_male_cocaine",ident.2 = "12_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C13 <- FindMarkers(Brain.integrated,ident.1 = "13_male_cocaine",ident.2 = "13_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C14 <- FindMarkers(Brain.integrated,ident.1 = "14_male_cocaine",ident.2 = "14_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C15 <- FindMarkers(Brain.integrated,ident.1 = "15_male_cocaine",ident.2 = "15_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C16 <- FindMarkers(Brain.integrated,ident.1 = "16_male_cocaine",ident.2 = "16_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C17 <- FindMarkers(Brain.integrated,ident.1 = "17_male_cocaine",ident.2 = "17_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C18 <- FindMarkers(Brain.integrated,ident.1 = "18_male_cocaine",ident.2 = "18_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C19 <- FindMarkers(Brain.integrated,ident.1 = "19_male_cocaine",ident.2 = "19_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C20 <- FindMarkers(Brain.integrated,ident.1 = "20_male_cocaine",ident.2 = "20_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C21 <- FindMarkers(Brain.integrated,ident.1 = "21_male_cocaine",ident.2 = "21_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C22 <- FindMarkers(Brain.integrated,ident.1 = "22_male_cocaine",ident.2 = "22_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C23 <- FindMarkers(Brain.integrated,ident.1 = "23_male_cocaine",ident.2 = "23_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C24 <- FindMarkers(Brain.integrated,ident.1 = "24_male_cocaine",ident.2 = "24_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C25 <- FindMarkers(Brain.integrated,ident.1 = "25_male_cocaine",ident.2 = "25_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C26 <- FindMarkers(Brain.integrated,ident.1 = "26_male_cocaine",ident.2 = "26_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C27 <- FindMarkers(Brain.integrated,ident.1 = "27_male_cocaine",ident.2 = "27_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C28 <- FindMarkers(Brain.integrated,ident.1 = "28_male_cocaine",ident.2 = "28_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C29 <- FindMarkers(Brain.integrated,ident.1 = "29_male_cocaine",ident.2 = "29_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C30 <- FindMarkers(Brain.integrated,ident.1 = "30_male_cocaine",ident.2 = "30_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C31 <- FindMarkers(Brain.integrated,ident.1 = "31_male_cocaine",ident.2 = "31_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C32 <- FindMarkers(Brain.integrated,ident.1 = "32_male_cocaine",ident.2 = "32_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C33 <- FindMarkers(Brain.integrated,ident.1 = "33_male_cocaine",ident.2 = "33_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C34 <- FindMarkers(Brain.integrated,ident.1 = "34_male_cocaine",ident.2 = "34_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_male_stim_C35 <- FindMarkers(Brain.integrated,ident.1 = "35_male_cocaine",ident.2 = "35_male_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

##Next try globally (meaning across both male and female)

Idents(Brain.integrated) <- "celltype.stim"

Brain_cocaine_DE_stim_C0 <- FindMarkers(Brain.integrated,ident.1 = "0_cocaine",ident.2 = "0_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C1 <- FindMarkers(Brain.integrated,ident.1 = "1_cocaine",ident.2 = "1_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C2 <- FindMarkers(Brain.integrated,ident.1 = "2_cocaine",ident.2 = "2_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C3 <- FindMarkers(Brain.integrated,ident.1 = "3_cocaine",ident.2 = "3_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C4 <- FindMarkers(Brain.integrated,ident.1 = "4_cocaine",ident.2 = "4_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C5 <- FindMarkers(Brain.integrated,ident.1 = "5_cocaine",ident.2 = "5_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C6 <- FindMarkers(Brain.integrated,ident.1 = "6_cocaine",ident.2 = "6_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C7 <- FindMarkers(Brain.integrated,ident.1 = "7_cocaine",ident.2 = "7_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C8 <- FindMarkers(Brain.integrated,ident.1 = "8_cocaine",ident.2 = "8_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C9 <- FindMarkers(Brain.integrated,ident.1 = "9_cocaine",ident.2 = "9_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C10 <- FindMarkers(Brain.integrated,ident.1 = "10_cocaine",ident.2 = "10_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C11 <- FindMarkers(Brain.integrated,ident.1 = "11_cocaine",ident.2 = "11_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C12 <- FindMarkers(Brain.integrated,ident.1 = "12_cocaine",ident.2 = "12_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C13 <- FindMarkers(Brain.integrated,ident.1 = "13_cocaine",ident.2 = "13_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C14 <- FindMarkers(Brain.integrated,ident.1 = "14_cocaine",ident.2 = "14_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C15 <- FindMarkers(Brain.integrated,ident.1 = "15_cocaine",ident.2 = "15_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C16 <- FindMarkers(Brain.integrated,ident.1 = "16_cocaine",ident.2 = "16_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C17 <- FindMarkers(Brain.integrated,ident.1 = "17_cocaine",ident.2 = "17_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C18 <- FindMarkers(Brain.integrated,ident.1 = "18_cocaine",ident.2 = "18_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C19 <- FindMarkers(Brain.integrated,ident.1 = "19_cocaine",ident.2 = "19_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C20 <- FindMarkers(Brain.integrated,ident.1 = "20_cocaine",ident.2 = "20_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C21 <- FindMarkers(Brain.integrated,ident.1 = "21_cocaine",ident.2 = "21_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C22 <- FindMarkers(Brain.integrated,ident.1 = "22_cocaine",ident.2 = "22_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C23 <- FindMarkers(Brain.integrated,ident.1 = "23_cocaine",ident.2 = "23_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C24 <- FindMarkers(Brain.integrated,ident.1 = "24_cocaine",ident.2 = "24_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C25 <- FindMarkers(Brain.integrated,ident.1 = "25_cocaine",ident.2 = "25_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C26 <- FindMarkers(Brain.integrated,ident.1 = "26_cocaine",ident.2 = "26_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C27 <- FindMarkers(Brain.integrated,ident.1 = "27_cocaine",ident.2 = "27_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C28 <- FindMarkers(Brain.integrated,ident.1 = "28_cocaine",ident.2 = "28_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C29 <- FindMarkers(Brain.integrated,ident.1 = "29_cocaine",ident.2 = "29_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C30 <- FindMarkers(Brain.integrated,ident.1 = "30_cocaine",ident.2 = "30_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C31 <- FindMarkers(Brain.integrated,ident.1 = "31_cocaine",ident.2 = "31_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C32 <- FindMarkers(Brain.integrated,ident.1 = "32_cocaine",ident.2 = "32_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C33 <- FindMarkers(Brain.integrated,ident.1 = "33_cocaine",ident.2 = "33_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C34 <- FindMarkers(Brain.integrated,ident.1 = "34_cocaine",ident.2 = "34_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

Brain_cocaine_DE_stim_C35 <- FindMarkers(Brain.integrated,ident.1 = "35_cocaine",ident.2 = "35_sucrose",test.use = "MAST", assay = "SCT", slot = "scale.data")

##Export results to excel

##names first

write.xlsx(Brain.integrated@assays$RNA@counts@Dimnames[[1]],file="Gene_names.xlsx")

Female_DE_list <- list("Female_C0" = Brain_cocaine_DE_female_stim_C0,"Female_C1"=Brain_cocaine_DE_female_stim_C1,"Female_C2"=Brain_cocaine_DE_female_stim_C2,"Female_C3"=Brain_cocaine_DE_female_stim_C3,"Female_C4"=Brain_cocaine_DE_female_stim_C4,"Female_C5"=Brain_cocaine_DE_female_stim_C5,"Female_C6"=Brain_cocaine_DE_female_stim_C6,"Female_C7"=Brain_cocaine_DE_female_stim_C7,"Female_C8"=Brain_cocaine_DE_female_stim_C8,"Female_C9"=Brain_cocaine_DE_female_stim_C9,"Female_C10"=Brain_cocaine_DE_female_stim_C10,"Female_C11"=Brain_cocaine_DE_female_stim_C11,"Female_C12"=Brain_cocaine_DE_female_stim_C12,"Female_C13"=Brain_cocaine_DE_female_stim_C13,"Female_C14"=Brain_cocaine_DE_female_stim_C14,"Female_15"=Brain_cocaine_DE_female_stim_C15,"Female_C16"=Brain_cocaine_DE_female_stim_C16,"Female_C17"=Brain_cocaine_DE_female_stim_C17,"Female_C18"=Brain_cocaine_DE_female_stim_C18,"Female_C19"=Brain_cocaine_DE_female_stim_C19,"Female_C20"=Brain_cocaine_DE_female_stim_C20,"Female_C21"=Brain_cocaine_DE_female_stim_C21,"Female_C22"=Brain_cocaine_DE_female_stim_C22,"Female_C23"=Brain_cocaine_DE_female_stim_C23,"Female_C24"=Brain_cocaine_DE_female_stim_C24,"Female_C25"=Brain_cocaine_DE_female_stim_C25,"Female_C26"=Brain_cocaine_DE_female_stim_C26,"Female_C27"=Brain_cocaine_DE_female_stim_C27,"Female_C28"=Brain_cocaine_DE_female_stim_C28,"Female_C29"=Brain_cocaine_DE_female_stim_C29,"Female_C30"=Brain_cocaine_DE_female_stim_C30,"Female_C31"=Brain_cocaine_DE_female_stim_C31,"Female_C32"=Brain_cocaine_DE_female_stim_C32,"Female_C33"=Brain_cocaine_DE_female_stim_C33,"Female_C34"=Brain_cocaine_DE_female_stim_C34,"Female_C35"=Brain_cocaine_DE_female_stim_C35)

write.xlsx(Female_DE_list,file="Brain_Cocaine_Female_DE.xlsx",rowNames=TRUE)

Male_DE_list <- list("Male_C0" = Brain_cocaine_DE_male_stim_C0,"Male_C1"=Brain_cocaine_DE_male_stim_C1,"Male_C2"=Brain_cocaine_DE_male_stim_C2,"Male_C3"=Brain_cocaine_DE_male_stim_C3,"Male_C4"=Brain_cocaine_DE_male_stim_C4,"Male_C5"=Brain_cocaine_DE_male_stim_C5,"Male_C6"=Brain_cocaine_DE_male_stim_C6,"Male_C7"=Brain_cocaine_DE_male_stim_C7,"Male_C8"=Brain_cocaine_DE_male_stim_C8,"Male_C9"=Brain_cocaine_DE_male_stim_C9,"Male_C10"=Brain_cocaine_DE_male_stim_C10,"Male_C11"=Brain_cocaine_DE_male_stim_C11,"Male_C12"=Brain_cocaine_DE_male_stim_C12,"Male_C13"=Brain_cocaine_DE_male_stim_C13,"Male_C14"=Brain_cocaine_DE_male_stim_C14,"Male_C15"=Brain_cocaine_DE_male_stim_C15,"Male_C16"=Brain_cocaine_DE_male_stim_C16,"Male_C17"=Brain_cocaine_DE_male_stim_C17,"Male_C18"=Brain_cocaine_DE_male_stim_C18,"Male_C19"=Brain_cocaine_DE_male_stim_C19,"Male_C20"=Brain_cocaine_DE_male_stim_C20,"Male_C21"=Brain_cocaine_DE_male_stim_C21,"Male_C22"=Brain_cocaine_DE_male_stim_C22,"Male_C23"=Brain_cocaine_DE_male_stim_C23,"Male_C24"=Brain_cocaine_DE_male_stim_C24,"Male_C25"=Brain_cocaine_DE_male_stim_C25,"Male_C26"=Brain_cocaine_DE_male_stim_C26,"Male_C27"=Brain_cocaine_DE_male_stim_C27,"Male_C28"=Brain_cocaine_DE_male_stim_C28,"Male_C29"=Brain_cocaine_DE_male_stim_C29,"Male_C30"=Brain_cocaine_DE_male_stim_C30,"Male_C31"=Brain_cocaine_DE_male_stim_C31,"Male_C32"=Brain_cocaine_DE_male_stim_C32,"Male_C33"=Brain_cocaine_DE_male_stim_C33,"Male_C34"=Brain_cocaine_DE_male_stim_C34,"Male_C35"=Brain_cocaine_DE_male_stim_C35)

write.xlsx(Male_DE_list,file="Brain_Cocaine_Male_DE.xlsx",rowNames=TRUE)

Global_DE_list <- list("Global_C0" = Brain_cocaine_DE_stim_C0,"Global_C1"=Brain_cocaine_DE_stim_C1,"Global_C2"=Brain_cocaine_DE_stim_C2,"Global_C3"=Brain_cocaine_DE_stim_C3,"Global_C4"=Brain_cocaine_DE_stim_C4,"Global_C5"=Brain_cocaine_DE_stim_C5,"Global_C6"=Brain_cocaine_DE_stim_C6,"Global_C7"=Brain_cocaine_DE_stim_C7,"Global_C8"=Brain_cocaine_DE_stim_C8,"Global_C9"=Brain_cocaine_DE_stim_C9,"Global_C10"=Brain_cocaine_DE_stim_C10,"Global_C11"=Brain_cocaine_DE_stim_C11,"Global_C12"=Brain_cocaine_DE_stim_C12,"Global_C13"=Brain_cocaine_DE_stim_C13,"Global_C14"=Brain_cocaine_DE_stim_C14,"Global_C15"=Brain_cocaine_DE_stim_C15,"Global_C16"=Brain_cocaine_DE_stim_C16,"Global_C17"=Brain_cocaine_DE_stim_C17,"Global_C18"=Brain_cocaine_DE_stim_C18,"Global_C19"=Brain_cocaine_DE_stim_C19,"Global_C20"=Brain_cocaine_DE_stim_C20,"Global_C21"=Brain_cocaine_DE_stim_C21,"Global_C22"=Brain_cocaine_DE_stim_C22,"Global_C23"=Brain_cocaine_DE_stim_C23,"Global_C24"=Brain_cocaine_DE_stim_C24,"Global_C25"=Brain_cocaine_DE_stim_C25,"Global_C26"=Brain_cocaine_DE_stim_C26,"Global_C27"=Brain_cocaine_DE_stim_C27,"Global_C28"=Brain_cocaine_DE_stim_C28,"Global_C29"=Brain_cocaine_DE_stim_C29,"Global_C30"=Brain_cocaine_DE_stim_C30,"Global_C31"=Brain_cocaine_DE_stim_C31,"Global_C32"=Brain_cocaine_DE_stim_C32,"Global_C33"=Brain_cocaine_DE_stim_C33,"Global_C34"=Brain_cocaine_DE_stim_C34,"Global_C35"=Brain_cocaine_DE_stim_C35)

write.xlsx(Global_DE_list,file="Brain_Cocaine_Global_DE.xlsx",rowNames=TRUE)

##Shared venn part (numbers derived from Supplementary table S9)

shared_c0 <- Venn(SetNames=c("Female","Male"),Weight = c(`10`= 41, `01` = 86, `11` = 48))

gridExtra::grid.arrange(grid::grid.grabExpr(plot(shared_c0, doWeights = TRUE, type = "circles")), top=textGrob("Cluster 0",gp=gpar(fontsize=24,font=8)))

##Global analysis to assess consistent responses across clusters

Brain_cocaine_DE_rankorder_upreg <- read_excel("Brain_Cocaine_Global_rank_order.xlsx",sheet="Upreg_rankorder")

Brain_cocaine_DE_rankorder_downreg <- read_excel("Brain_Cocaine_Global_rank_order.xlsx",sheet="Downreg_rankorder")

Brain_cocaine_DE_rankorder_upreg <- as.data.frame(Brain_cocaine_DE_rankorder_upreg)

Brain_cocaine_DE_rankorder_downreg <- as.data.frame(Brain_cocaine_DE_rankorder_downreg)

Brain_cocaine_DE_upreg_topk <- j0.multi(Brain_cocaine_DE_rankorder_upreg,d=6,v=5)

sapply(Brain_cocaine_DE_upreg_topk,head)

upreg_k <- Brain_cocaine_DE_upreg_topk$maxK

upreg_C0 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,1])

upreg_C1 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,2])

upreg_C2 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,3])

upreg_C3 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,4])

upreg_C4 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,5])

upreg_C5 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,6])

upreg_C6 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,7])

upreg_C7 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,8])

upreg_C8 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,9])

upreg_C9 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,10])

upreg_C10 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,11])

upreg_C11 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,12])

upreg_C12 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,13])

upreg_C13 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,14])

upreg_C14 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,15])

upreg_C15 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,16])

upreg_C16 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,17])

upreg_C17 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,18])

upreg_C18 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,19])

upreg_C19 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,20])

upreg_C20 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,21])

upreg_C21 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,22])

upreg_C22 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,23])

upreg_C23 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,24])

upreg_C24 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,25])

upreg_C25 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,26])

upreg_C26 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,27])

upreg_C27 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,28])

upreg_C28 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,29])

upreg_C29 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,30])

upreg_C30 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,31])

upreg_C31 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,32])

upreg_C32 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,33])

upreg_C33 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,34])

upreg_C34 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,35])

upreg_C35 <- as.character(Brain_cocaine_DE_rankorder_upreg[1:upreg_k,36])

upreg_list <- list(upreg_C0,upreg_C1,upreg_C10,upreg_C11,upreg_C12,upreg_C13,upreg_C14,upreg_C15,upreg_C16,upreg_C17,upreg_C18,upreg_C19,upreg_C2,upreg_C20,upreg_C21,upreg_C22,upreg_C23,upreg_C24,upreg_C25,upreg_C26,upreg_C27,upreg_C28,upreg_C29,upreg_C3,upreg_C30,upreg_C31,upreg_C32,upreg_C33,upreg_C34,upreg_C35,upreg_C4,upreg_C5,upreg_C6,upreg_C7,upreg_C8,upreg_C9)

upreg_common <- unique(unlist(upreg_list))

upreg_space = list(upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common,upreg_common)

upreg_out_Borda=Borda(upreg_list,upreg_space)

upreg_out_MC=MC(upreg_list,upreg_space)

upreg_out_CEMC=CEMC(upreg_list,upreg_space,N=2000)

upreg_agg=list(ARM=upreg_out_Borda$TopK[,1],MED=upreg_out_Borda$TopK[,2],GEO=upreg_out_Borda$TopK[,3],L2N=upreg_out_Borda$TopK[,4,],MC1=upreg_out_MC$MC1.TopK,MC2=upreg_out_MC$MC2.TopK,MC3=upreg_out_MC$MC3.TopK,CEMC=upreg_out_CEMC$TopK)

Kendall.plot(upreg_list,upreg_agg,upreg_space,algorithm=c("ARM","MED","GEO","L2N","MC1","MC2","MC3","CEMC"))

Brain_cocaine_DE_downreg_topk <- j0.multi(Brain_cocaine_DE_rankorder_downreg,d=6,v=5)

sapply(Brain_cocaine_DE_downreg_topk,head)

downreg_k <- Brain_cocaine_DE_downreg_topk$maxK

downreg_C0 <- as.character(Brain_cocaine_DE_rankorder_downreg[1:downreg_k,1])

downreg_C1 <- as.character(Brain_cocaine_DE_rankorder_downreg[1:downreg_k,2])

downreg_C2 <- as.character(Brain_cocaine_DE_rankorder_downreg[1:downreg_k,3])

How the deposited data were processed for this re-analysis (not part of the article)

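Brains of flies that had consumed 0.53 µL of sucrose solution within 2 h, alone or with cocaine at 1 µg/µL, were dissociated into single cells, 20 brains to a library. The 8 libraries make 4 groups, males and females with sucrose or with cocaine, of 2 libraries each, and each library was placed in its group by its label alone. For each library the authors deposited a matrix of UMI counts per gene and cell barcode, made with Cell Ranger 3.1. The values are whole numbers, raw counts that were neither normalized nor corrected for the 8 libraries' depth. Cell assignments to the paper's clusters and normalized values were not used here. Of 17481 genes, 17414 were matched to a symbol and position by locus tag in Release 6 of the genome and 67 kept their identifier. The matrices list 24 mitochondrially encoded genes, of which 0 are protein-coding, so shares of mitochondrial UMIs rest on ribosomal and transfer RNAs. The paper's Tables S2, S3 and S5 were read in full, and Tables S6 to S8 for clusters C0 to C9.

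Cells with more than 300 and fewer than 2500 detected genes were kept, which left 8493 to 12877 cells per library. Each library was normalized with sctransform 0.4.2 in Seurat 5.3.0, over genes found in at least 5 of its cells. The libraries were joined over 1500 variable genes with reciprocal PCA anchors on 30 components, and cells were clustered on 10 components at a resolution of 0.8. The authors joined libraries by canonical correlation, which was left out here for its running time. A cluster was named when at least 3 genes of 1 of 20 lists of cell type markers were found in at least 25% of its cells at more than 2 times the level of the other cells, with 10 CPM (counts scaled to the library total) added to each level. Glia-like clusters with neuron markers at or above 0.75 times the level of other cells were left out of the glia-like class, a limit set after seeing the clusters. A name also needed at least 1 marker of its type among the cluster's 10 leading genes, with no other type having as many there. Only 2 genes of the glutamatergic list were matched, so no cluster could get that name. The paper's clusters were matched to those here by the mean log2 fold of their defining genes.

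UMIs were summed over the cells of each library, over the whole brain, within each cluster with at least 10 cells in each library, and over the clusters of the glia-like and Kenyon-like classes. Sums were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, edgeR's filter on low counts (minimum count 10), the means of the 4 groups and no other term, over all 8 libraries. Contrasts were cocaine against sucrose over both sexes, in males and in females, the difference between these (the interaction of sex and treatment) and males against females. P-values were adjusted by the Benjamini-Hochberg method, within clusters over all genes and clusters of a contrast together, and a gene was called at an adjusted p under 0.05. Lists of genes were tested as sets with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and again with an estimated one, where at least 3 members were tested, and with fry. Numbers of cells per cluster were compared with the same edgeR test, with all cells of the library as its size. Python tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5.

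The comparisons, the tests, 25 lists of genes and 20 lists of markers, the alternatives and the rule for naming genes were written before the data were examined. The gene lists cover male dosage compensation, yolk proteins, sex determination, cytosolic ribosomal proteins, mitochondrially encoded transcripts, oxidative phosphorylation, glycolysis, heat shock, activity-regulated genes, phototransduction, the circadian clock, monoamines, glutamate and GABA, acetylcholine, cyclic AMP, inositol phosphates, ion channels, synaptic vesicle release, Notch, Toll and NF-kB, glutathione, ABC and xenobiotic transporters, cytochrome P450, neuropeptides, and starvation and insulin. Genes named in the text are those the paper's text names, the sex markers roX1, roX2, Yp1, Yp2, Yp3, msl-2, Sxl, dsx and fru, and, for each comparison over the whole brain, up to 10 called genes per direction with the largest change among those whose libraries of the compared groups do not overlap. They also include up to 3 per direction in each cluster or class described, the first 20 per direction of the paper's Table S5, and up to 4 called genes per list. Other genes are named where a count of 5 or fewer is listed or a gene is called in most clusters, and were chosen after their values were seen. The paper's Tables S5 to S9 had been seen when the rule and the lists were written, and in them roX2 and Yp3, members of the lists on dosage compensation and yolk proteins, already followed the treatment label in both sexes.

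Alternatives were size factors by RLE (the median of ratios), DESeq2 1.42.0, no filter on low counts, the replicate number as a block, each library left out in turn, counts thinned to the smallest library, no mitochondrially encoded and ribosomal RNA genes, and limits of e^0.5 and e on the fold change. Over the whole brain they were also all barcodes, at most 10% of mitochondrial UMIs, likely doublets left out, only the libraries of 1 sex, and treatment without sex. For clusters they were a resolution of 0.4, no joining of libraries, and a Bonferroni adjustment within each cluster. Of the alternatives added after seeing the data 5 were kept: doublets removed at an expected rate that rises with the number of cells, both of the deepest libraries left out, the Bonferroni adjustment together with either limit on the fold change, and the glia-like class with its left-out clusters. Another, a fit on only the libraries whose sex markers follow their label, was run and left out. List tests within clusters 10, 15, 17, 22 and 28 were likewise chosen after seeing the data. The closing section gives their effect.

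Depth sets the precision, at a median of 680 to 1207 genes per cell, and so does the number of libraries, since groups hold 2 each. In a test on simulated data, whole-brain counts were drawn for each gene on its own at the real means, dispersions and library sizes. In these, 200 genes were changed by a log2 of 1 or 2. The analysis recovered 67 and 93 of 100 over both sexes, 49 and 88 in males and 45 and 81 in females. It recovered 14 and 76 for the interaction and 68 and 90 between the sexes. Within clusters it recovered 63.3% and 92.1% over both sexes, 36.2% and 82.4% in males, 33.9% and 79.2% in females and 11.2% and 56.0% for the interaction. False calls made up 6.43%, 2.14%, 9.35%, 4.26% and 7.60% of calls over the whole brain and 5.94%, 6.12%, 4.92% and 6.50% within clusters, in the same order. Of changed shares of clusters it recovered 62.5%, with 12.3% of calls false, and of gene lists moved 4 of 4, with 1 false call in females. The draws for the whole brain and the lists carry no correlation between genes, so they cannot show false calls that arise from it. Behavioral data, the paper's coexpression networks and pathway enrichment were not analysed here.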

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

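The tests of an effect of cocaine on roX RNA, of gene lists under other splits of the libraries and of interactions within clusters under other splits were chosen after the results were seen. RNAs that mark sex in flies or come from genes of its pathway followed the treatment label in both labelled sexes. The paper does not discuss them apart from roX2. With cocaine against sucrose over the whole brain and both sexes, roX1 had a log2 fold change of -7.90, msl-2 of -0.52, Yp1 of 7.02, Yp2 of 4.53, Yp3 of 3.36, Sxl of 1.07 and fru of 1.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 4 libraries each). An effect of cocaine on roX RNA in male brains would leave roX2 near 0 in female sucrose libraries, and these held 97.55% of its level in male sucrose libraries, which argues against it. More RNA of fat body cells in cocaine libraries would bring the other transcripts of that tissue along. The 4 tested were apolpp (log2 fold change 0.76), FASN1 (0.19), Apoltp (0.18) and bmm (-0.08). Their median was 0.18, 4.083% of that of Yp1 to Yp3, so they did not rise by a like factor. This cannot decide whether fat body RNA took part. A log2 fold change depends on the starting level, and Yp1 started at 0.273 CPM in sucrose libraries. Like amounts of fat body RNA from flies of different sex would also leave these 4 genes unmoved. Labels that do not match the flies in the libraries need roX1 near 0 in 1 of the male groups, and male cocaine libraries held 0.321% of its level in male sucrose libraries. An exchange of the labels of the female sucrose and male cocaine libraries would put the roX and yolk protein RNAs in place. Summed counts of msl-2, Sxl and fru were present in all libraries and moved less, and do not decide it. Such an exchange would turn the comparison of cocaine with sucrose into one of sexes. That of males with females would become one of treatments. A wrong sex in both groups stays open beside it, and sex is a difference that the design names and that stays untested. No library was moved to another group here.

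Split 4 against 4 by treatment alone, the 8 libraries gave 157 genes that differed between cocaine and sucrose over the whole brain. The highest of the other splits gave 1. With 1 split of 35 as large, the smallest share that 35 splits can give, this argues against chance but cannot exclude it. Within clusters 306 genes differed at the real split and 63 at the highest other one. There too 1 split of 35 was as large, which argues against chance without excluding it. A difference in total UMIs alone would end most calls once totals are made equal. Of the 458 genes called over the whole brain in the model of 4 groups, 87.55% were also called with every library thinned to the smallest. Within clusters 763 genes were called after thinning, 683 of the 899 among them, and 80.5% of calls were higher, against 79.9%. These values argue against total UMIs as the cause. Thinning was of summed counts and left UMIs per cell unequal, so depth per cell stays open in both. What these splits cannot part is treatment from any other difference between the libraries labelled cocaine and sucrose, that of the sex markers included.

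Between the sexes and for the gene lists chance could not be excluded. Between males and females a 4 against 4 split by sex called 1 gene over the whole brain, 2 of 35 splits were as large, and the highest other split, that by treatment label, called 157, which points to a structure of the samples along that label. For the interaction of sex and treatment the splits decide nothing and chance cannot be told apart from a real difference, since its split called 0 genes over the whole brain with edgeR and 0 within clusters, a number that every split reaches (35 of 35, highest other 157, and 35 of 35, highest other 306); in the model of 4 groups 1 gene was called over the whole brain, 838 had an unadjusted p under 0.05 and DESeq2 called 40, and within clusters 10 genes were called, 9754 tests had an unadjusted p under 0.05 and DESeq2 called 9. Of the gene lists 8 moved at the real split, 12 of 35 splits moved as many, and the highest other moved 15; that split sets female sucrose replicate 1, female cocaine replicates 1 and 2 and male cocaine replicate 2 against the rest, and both of the deepest libraries are among these 4.

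The response to cocaine differed between males and females in a test of the difference itself for these genes, whose values are log2 differences, male response minus female response. CG41128 had -2.56 over the whole brain and a median of -2.63 over the 21 clusters where it was called. The mitochondrial RNAs mt:srRNA and mt:lrRNA had medians of -2.96 over 9 and -3.19 over 6 clusters, the cytochrome c gene Cyt-c-p -2.19 over 4 and sun, a subunit gene of ATP synthase, -1.54 over 2. AstC had 3.26 in cluster 6, at 2991, 789, 1725 and 3706 UMIs in female sucrose, female cocaine, male sucrose and male cocaine libraries. In the same order of groups, CR44832 had -5.47 in cluster 13 (255, 565, 413 and 13 UMIs), CG12239 -3.36 in that cluster (193, 229, 329 and 24) and CG32544 -2.40 in cluster 9 (33, 111, 136 and 88). In cluster 11 CG12239 had 6, 16, 8 and 924 UMIs in that order, a rise in males. Trissin, a neuropeptide gene, had a fitted 16.34 in cluster 19, a value that depends on the prior count, since its UMIs were 1347, 2, 1 and 588. Female sucrose and male cocaine libraries stand apart from the other groups for Trissin in this cluster, and these are the groups whose sex markers go against their label. An exchange of their labels would leave Trissin following neither sex nor treatment. How many cells carried its UMIs was not counted.

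In male cocaine replicate 2, Rgk1 stood at 238.6 CPM, far from the other cocaine libraries (142, 139, 151). Of 96 groups of 4 libraries tested for such a library 1 had one, where chance gives about 1 in 20, or 4.8.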

How the results depend on the processing

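Removing doublets, leaving out both of the deepest libraries, Bonferroni together with a limit on the fold change, and adding the left-out clusters to the glia were chosen after seeing the data. Genes called, of which the main numbers were over the whole brain 458 (both sexes), 22 (males), 223 (females), 1 (the interaction), 9 (males v females), within clusters 899 (both sexes), 126 (males), 422 (females), 10 (the interaction), in cell classes 7 (glia-like cells of males), 6 (glia-like cells of females), 39 (Kenyon-like cells of males), 136 (Kenyon-like cells of females), and lists moved 9 (both sexes), 8 (males), 9 (females), moved by no more than 1.5 times with RLE size factors. So did those over the whole brain, within clusters and in classes with thinned counts, and those over the whole brain with at most 10% of mitochondrial UMIs and with doublets removed, which were run there alone. Over both sexes, 439, 401 and 424 of the 458 genes remained called over the whole brain with RLE, thinned counts and doublets removed.

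Other settings moved numbers further, and these follow. DESeq2 gave over the whole brain 804 (both sexes), 228 (males), 757 (females), 40 (the interaction), 165 (males v females), 24 (glia-like cells of males), 24 (glia-like cells of females), 23 (Kenyon-like cells of males). No filter on low counts, with more genes tested, gave over the whole brain 1091 (both sexes), 451 (males), 972 (females), 168 (the interaction), 391 (males v females), within clusters 1764 (both sexes), 848 (males), 1310 (females), 363 (the interaction), 175 (glia-like cells of males), 139 (glia-like cells of females), 269 (Kenyon-like cells of males), 312 (Kenyon-like cells of females). The replicate number as a block gave over the whole brain 292 (both sexes), 107 (females), 4 (males v females). Only the 4 libraries of a sex gave over the whole brain 78 (males), 71 (females), within clusters 644 (females), 22 (glia-like cells of males), 23 (glia-like cells of females), 2 (Kenyon-like cells of males), 306 (Kenyon-like cells of females). Treatment without sex in the model gave over the whole brain 157 (both sexes). All deposited barcodes gave over the whole brain 2 (the interaction). Leaving out mitochondrial and ribosomal RNA genes gave within clusters 6 (the interaction). The coarser clusters at a resolution of 0.4 gave within clusters 5 (the interaction), 11 (glia-like cells of males). Clusters without joining the libraries gave 24 (Kenyon-like cells of males). A fold change limit of e^0.5 gave over the whole brain 279 (both sexes). A limit of e gave over the whole brain 109 (both sexes), 81 (females), 4 (males v females), within clusters 244 (both sexes), 217 (females), 23 (Kenyon-like cells of males), 50 (Kenyon-like cells of females). A Bonferroni adjustment within each cluster gave within clusters 122 (both sexes), 45 (males), 54 (females). Bonferroni with the limit of e^0.5 gave within clusters 119 (both sexes), 45 (males), 54 (females). Bonferroni with the limit of e gave within clusters 66 (both sexes), 36 (males), 43 (females). Without both of the deepest libraries the numbers were over the whole brain 300 (both sexes), 42 (males), 145 (females), 2 (the interaction), 54 (males v females), within clusters 42 (the interaction). With the left-out clusters added back the number was 29 (glia-like cells of females). An estimated correlation in camera gave lists moved 2 (both sexes), 2 (males), 0 (females). Fry gave lists moved 3 (both sexes), 2 (males), 3 (females). Leaving out 1 library in turn, with fewer samples and with the lone library of its group assumed to vary like the other groups, gave over the whole brain 105 to 762 (both sexes), 10 to 242 (males), 36 to 394 (females), 0 to 24 (the interaction), 2 to 97 (males v females), within clusters 350 to 1799 (both sexes), 53 to 924 (males), 76 to 908 (females), 11 to 131 (the interaction), 6 to 18 (glia-like cells of males), 4 to 14 (glia-like cells of females), 7 to 458 (Kenyon-like cells of males), 6 to 357 (Kenyon-like cells of females), lists moved 9 to 14 (both sexes), 6 to 17 (males), 0 to 3 (cluster shares). The fewest and the most genes over the whole brain and both sexes came without male sucrose replicate 2 and without male cocaine replicate 1. Limits on the fold change and the Bonferroni adjustment lower a number by construction; otherwise the cause was not tested.

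Of comparisons of single genes with their main value over the whole brain, 11949 kept direction and side of the threshold, 634 lost their call, 371 gained 1 and none reversed. Within clusters and classes these numbers were 22572, 870 and 480, and for lists 824, 61 and 51, again with none reversed. Of the numbers of called genes in described clusters, 307 stayed within 1.5 times and 251 did not. Depth limits shares of cells, of which 80 moved and 8 did not with every cell thinned to 800 UMIs: cells with an RpL41 UMI in sucrose libraries went from 69.3% to 51.4%. Scrublet's automatic threshold marked 4 cells and was not run as an alternative; at the expected rate 7580 cells were removed. A fit on only the libraries whose sex markers follow their label was added after seeing the data, run, and left out, since it picks libraries by a measured marker and sex and treatment coincide there. From 4 libraries it called far fewer genes, over the whole brain and within clusters, nearly all of them also called with all libraries, and a few single genes reversed direction in it, so most of the calls above were not made in that subset. Deviations between replicates 1 and 2 had correlations of -0.22 to 0.0953 between groups, and why the block changed the numbers was not tested.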

Differences from the paper's values

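The paper took single cells as replicates and the tests here took libraries, so tests, and the thresholds on them, differ throughout. For genes that differ with cocaine in males the paper's count is 691, with no threshold stated beside it, and here 126 genes were called in at least 1 cluster at an adjusted p under 0.05 over all genes and clusters. Of the alternatives set before the data were examined, 848 with no filter on low counts and 924 without male cocaine replicate 1 lie within 1.5 times of the paper's count, and the others, from 45 to 230, do not. The paper's stricter limit is given as an absolute log_e fold change above 1, but its methods name Pearson residuals as the input of the test, and the column avg_diff of its Tables S6 to S8 runs from -3.65 to 25.4. The limit of 1 used here is on the log_e fold change of summed UMIs, so the limits are not on 1 scale. With a Bonferroni adjustment and its own limit the paper's count in males is 133, and here it was 36 with an adjustment within each cluster and the limit used here, a combination added after seeing the data; without male cocaine replicate 1 it was 138, within 1.5 times of the paper's, and under the other alternatives set beforehand 24 to 293, the highest with no filter on low counts. In females the paper's counts of 322 and 54 stand against 422 and 43 here, within 1.5 times. Of the alternatives set beforehand, these lie further from the 322: 1310 with no filter on low counts, 644 with only female libraries, 54 with a Bonferroni adjustment, and 127 and 76, 524 and 155 and 880 and 908 without replicates 1 and 2 of female sucrose, female cocaine and male cocaine. Further from the 54 lie 276 with no filter on low counts, 35 without female sucrose replicate 2, 82 without female cocaine replicate 1 and 35 with coarser clusters; the other alternatives lie within 1.5 times of each count.

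The paper states that males had more widespread changes than females, and here females had more calls than males in 32 of 33 clusters. That order rests on single libraries. With male cocaine replicate 1, female sucrose replicate 2 or female cocaine replicate 2 left out, more genes were called within clusters in males than in females. The paper ranks C22, C16, C17 and C11 as the clusters with the largest responses at its stricter limits. The limits used here are not those of the paper. By the genes past them, the first were clusters 5 (21), 1 and 4 (17 each) and Kenyon-like cluster 10, the match of C11 (16). The matches of C17, C16 and C22 had 11, 7 and 5. The match of C16, cluster 28, held 482 cells, whose median UMIs relative to the library were 1.889. The genes that define C16 had a mean log2 fold of 3.511 there and 1.705 in cluster 1, the next match. How many cells of C16 lie outside cluster 28 was not tested, so its 7 genes do not give a rank for all of C16. The paper reports genes that move in opposite directions in males and females; here, of genes called in each sex on its own in the same cluster, 0 did so with edgeR, 0 with DESeq2 and 264 at an unadjusted p under 0.05 in each sex. Genes with an interaction, which need not be called in each sex, include some whose summed UMIs go opposite ways. Among these are AstC in cluster 6, CR44832 and CG12239 in cluster 13, Trissin in cluster 19 and CG32544 in cluster 9. In cluster 11 CG12239 had more UMIs with cocaine in both sexes. Among the paper's own calls in C0 to C9 that males and females share, 380 go the same way and 13 opposite ways. The paper describes little overlap between the sexes, above all in C10, C12, C15, C16, C19 and C22. In the matches of all 6 the shared calls here exceed those expected by chance, sex markers among them. That does not measure how large the overlap is. In cluster 28, the match of C16, 4 genes were shared of 8 in males and 32 in females, and in cluster 22, 4 of 6 and 13. The paper's tables could be read for C0 to C9, none of which is among these 6. There 37.5% to 66.3% of a cluster's shorter list is shared.

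Single genes differ as follows, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper has cpx, which encodes a regulator of the SNARE complex, higher with cocaine in males; its log2 fold change in cluster 10 of males was -0.25 (standard error 0.14, adjusted p = 0.63), and no setting called it there or over the whole brain. For Ddc (dopa decarboxylase) and Dop2R (a dopamine receptor), which the paper has altered and lower in C11 of females, cluster 10 of females gave -0.57 (standard error 0.22, adjusted p = 0.21) and -0.31 (standard error 0.15, adjusted p = 0.31), called under no setting; over Kenyon-like cells of females Ddc was called, lower, with no filter on low counts, without either male cocaine library and with only female libraries. Eaat1, a glutamate transporter gene that the paper has lower in males, gave 0.40 (standard error 0.21, adjusted p = 0.58) in males over the whole brain, with no call under any setting, and the paper's direction, also uncalled, in clusters 15 (-0.27, standard error 0.32, adjusted p = 0.90), 18 (-0.50, standard error 0.57, adjusted p = 0.89) and 20 (-0.78, standard error 0.57, adjusted p = 0.77), the matches of C17, C19 and C13; it was called in 1 cluster of females, where it was higher. IA-2 gave 0.22 (standard error 0.14, adjusted p = 0.36) over the whole brain, called under no setting, and 0.45 (standard error 0.11, adjusted p = 0.031) in cluster 10; mt:lrRNA gave 1.22 (standard error 0.42, adjusted p = 0.13) over the whole brain, called with no filter on low counts and without female cocaine replicate 1. The transcription factor gene jim gave 0.17 (standard error 0.11, adjusted p = 0.41) and was called in no cluster; CNMaR, a receptor gene, gave 0.26 (standard error 0.18, adjusted p = 0.41), called without male cocaine replicate 1. For the blood-brain barrier the paper has ogre and Nrg higher in females; Nrg gave 0.31 (standard error 0.15, adjusted p = 0.22) in females over the whole brain, called under no setting, and ogre 1.30 (standard error 0.24, adjusted p = 0.030), while neither was called in glia-like cells. No gene of inositol phosphate metabolism, which the paper reports for C11 and C20, was called in cluster 10 or 17, in males or females.

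Other statements have the same direction here. They rest on the libraries that the paper used, so this is not independent evidence. In these comparisons a difference of sex cannot be told apart from an effect of treatment. The calls of RpL41, CR34335, ninaE, rut, slo, Rgk1, Lim1 and 5-HT2A each ended when some single libraries were left out, as given above. With cocaine roX2 (-8.80, standard error 0.18, adjusted p = 6.8e-09) and ninaE (-1.71, standard error 0.32, adjusted p = 0.020) were lower and RpL41 (1.11, standard error 0.22, adjusted p = 0.025) and CR34335 (1.45, standard error 0.28, adjusted p = 0.023) higher over the whole brain and both sexes, as in the paper, where roX2 is also a marker of sex. In Kenyon-like cells rut was higher in cluster 17 of females (0.93, standard error 0.20, adjusted p = 0.039), slo (0.46, standard error 0.10, adjusted p = 0.023) and Rgk1 (0.62, standard error 0.14, adjusted p = 0.021) in cluster 10 over both sexes; Lim1 (0.79, standard error 0.15, adjusted p = 0.022) and 5-HT2A (0.74, standard error 0.16, adjusted p = 0.033) were higher over the whole brain. In 31 of 33 clusters more genes were higher than lower. The number of clusters was 36 in the paper and 34 here; the paper's Table S3, recounted, lists 693 genes in males and 325 in females, against 691 and 322 in its text, and 68.9% of them have a human ortholog, against 69% in its text. Cells and median genes and UMIs of every library match its Table S2, and 86223 cells passed the filter here against 86224 in its Fig. S1.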

Other observations

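Genes that the paper's text does not name also differed between libraries labelled cocaine and sucrose, over the whole brain and both sexes (n = 4 libraries each). The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RNAs that mark sex differ in the same comparison, so a difference of sex cannot be told apart from an effect of treatment. The channel gene brv3 fell (614 UMIs in sucrose and 4 in cocaine libraries, log2 fold change -7.17, standard error 0.37, adjusted p = 1.2e-05), and so did the odorant-binding protein genes Obp99b (439 UMIs in sucrose and 4 in cocaine libraries, log2 fold change -6.72, standard error 0.49, adjusted p = 9.3e-05) and Obp19d (459 UMIs in sucrose and 47 in cocaine libraries, log2 fold change -3.51, standard error 0.66, adjusted p = 0.020) and the antisense RNA asRNA:CR44961 (402 UMIs in sucrose and 37 in cocaine libraries, log2 fold change -3.56, standard error 0.26, adjusted p = 9.3e-05). CG4020, related to fatty acyl-CoA reductases, rose (34 UMIs in sucrose and 289 in cocaine libraries, log2 fold change 2.96, standard error 0.26, adjusted p = 3.6e-04). These 5 genes were picked among called genes whose cocaine and sucrose libraries do not overlap. Between libraries labelled male and female, over both treatments, 9 genes differed. RNAs that mark sex followed the treatment label and not this one, and a split by labelled sex could not exclude chance, as given above. Among the 9, the transporter genes CG4991 (1.53, standard error 0.16, adjusted p = 0.010) and Indy (1.16, standard error 0.15, adjusted p = 0.028), scaf (1.49, standard error 0.12, adjusted p = 0.0022), CG16700 (1.24, standard error 0.17, adjusted p = 0.028) and Miox (1.01, standard error 0.13, adjusted p = 0.025), an oxygenase gene, were higher in libraries labelled male. Miox is among the genes that best mark glia-like cluster 22, and the 15 surface glia markers as a set were higher in those libraries too (median log2 fold change 0.51, camera, adjusted p = 1.2e-08, and 0.27 with an estimated correlation). Cluster 22 held a mean of 0.510% and 0.663% of cells in female and male sucrose libraries and 0.618% and 1.47% in female and male cocaine libraries. Without male cocaine replicate 2, 2 genes remained, scaf among them.

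Genes on chromosome X were frequent among those that differed with cocaine: 217 of 456 over both sexes (47.6%, against 17.2% of tested genes; Fisher's exact p = 1.1e-53, which takes genes as independent), 16 of 21 in males and 101 of 221 in females. roX2, an RNA of dosage compensation, was found in 77.2% to 81.5% of cells of a sucrose library and in 0.413% to 0.942% of a cocaine library, and with cells thinned to 800 UMIs in 59.2% to 66.9% and 0.176% to 0.364%. In the paper's Tables S6 to S8, roX2 is lower with cocaine in 10, 10 and 10 of 10 readable clusters and Yp3 higher in 4, 10 and 0. Of the paper's global list, chosen on these samples and so not independent evidence, 16 of 71 genes listed as higher rose here and 0 fell, and 5 of 43 listed as lower fell and 0 rose.

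Results of the gene lists over the whole brain and both sexes follow, with numbers adjusted over the list alone and, for camera, the adjusted p with the preset and then with an estimated correlation. Male dosage compensation genes (7 tested): 0 rose and 3 fell (list alone 0 and 3; camera down, adjusted p = 1.1e-45, 0.020 estimated). Yolk and sex-specific fat body genes (4 tested): 3 rose and 0 fell (list alone 3 and 0; camera up, adjusted p = 6.9e-36, 0.020 estimated). Sex determination genes (4 tested): 2 rose and 0 fell (list alone 3 and 1; camera up, adjusted p = 3.4e-04, 0.13 estimated). Cytosolic ribosomal protein genes (81 tested): 3 rose and 1 fell (list alone 6 and 27; camera down, adjusted p = 6.4e-07, 0.48 estimated). Mitochondrially encoded genes (2 tested): 1 rose and 0 fell (list alone 2 and 0). Nuclear oxidative phosphorylation genes (55 tested): 2 rose and 0 fell (list alone 2 and 0; camera down, adjusted p = 0.0022, 0.75 estimated). Glycolysis genes (13 tested): 1 rose and 0 fell (list alone 1 and 0; camera down, adjusted p = 0.49, 0.76 estimated). Heat shock genes (18 tested): 0 rose and 0 fell (list alone 0 and 0; 3 with unadjusted p under 0.05, 2 called by DESeq2; camera down, adjusted p = 0.19, 0.75 estimated). Activity-regulated genes (17 tested): 0 rose and 0 fell (list alone 0 and 0; 3 with unadjusted p under 0.05, 0 called by DESeq2; camera up, adjusted p = 0.72, 0.84 estimated). Phototransduction and eye genes (26 tested): 0 rose and 8 fell (list alone 3 and 15; camera down, adjusted p = 2.8e-08, 0.45 estimated). Circadian clock genes (9 tested): 0 rose and 0 fell (list alone 0 and 0; 2 with unadjusted p under 0.05, 0 called by DESeq2; camera up, adjusted p = 0.23, 0.50 estimated). Monoamine genes (29 tested): 2 rose and 0 fell (list alone 3 and 0; camera up, adjusted p = 0.17, 0.64 estimated). Glutamate and GABA signalling genes (22 tested): 2 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.065, 0.48 estimated).

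For signalling, immunity, detoxification and metabolism the numbers, in the same form, were these. Acetylcholine signalling genes (16 tested): 0 rose and 0 fell (list alone 2 and 0; 3 with unadjusted p under 0.05, 2 called by DESeq2; camera up, adjusted p = 0.18, 0.75 estimated). Cyclic AMP signalling genes (19 tested): 4 rose and 0 fell (list alone 5 and 0; camera up, adjusted p = 9.3e-04, 0.50 estimated). Inositol phosphate metabolism genes (25 tested): 0 rose and 0 fell (list alone 0 and 0; 4 with unadjusted p under 0.05, 1 called by DESeq2; camera up, adjusted p = 0.80, 0.84 estimated). Ion channel genes (23 tested): 3 rose and 0 fell (list alone 4 and 0; camera up, adjusted p = 2.0e-04, 0.48 estimated). Synaptic vesicle release genes (16 tested): 0 rose and 0 fell (list alone 0 and 0; 2 with unadjusted p under 0.05, 1 called by DESeq2; camera up, adjusted p = 0.54, 0.84 estimated). Notch signalling genes (16 tested): 2 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.076, 0.48 estimated; median 0.27, mean -0.13, of different sign). Toll and NF-kB signalling genes (29 tested): 2 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.41, 0.76 estimated; median 0.03, mean -0.03, of different sign). Glutathione system genes (29 tested): 0 rose and 1 fell (list alone 0 and 1; camera down, adjusted p = 0.086, 0.48 estimated). ABC and xenobiotic transporter genes (9 tested): 1 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.046, 0.48 estimated). Cytochrome P450 genes (15 tested): 1 rose and 0 fell (list alone 2 and 2; camera up, adjusted p = 0.58, 0.76 estimated; median 0.15, mean -0.07, of different sign). Neuropeptide genes (29 tested): 1 rose and 0 fell (list alone 5 and 0; camera up, adjusted p = 0.065, 0.48 estimated). Starvation and insulin signalling genes (13 tested): 2 rose and 0 fell (list alone 3 and 0; camera up, adjusted p = 0.17, 0.48 estimated). The list of cytochrome P450 genes leaves out part of that family, Cyp4d2 included, which fell.

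The cell type marker lists, some of which share genes with each other, gave these numbers in the same form. Neuron markers (9 tested): 0 rose and 0 fell (list alone 1 and 0; 4 with unadjusted p under 0.05, 2 called by DESeq2; camera up, adjusted p = 0.056, 0.57 estimated). Cholinergic neuron markers (4 tested): 0 rose and 0 fell (list alone 1 and 0; 1 with unadjusted p under 0.05, 1 called by DESeq2; camera up, adjusted p = 0.59, 0.77 estimated). Glutamatergic neuron markers (2 tested): 0 rose and 0 fell (list alone 1 and 0; 1 with unadjusted p under 0.05, 1 called by DESeq2). GABAergic neuron markers (3 tested): 0 rose and 0 fell (list alone 0 and 0; 1 with unadjusted p under 0.05, 0 called by DESeq2; camera up, adjusted p = 0.29, 0.57 estimated). Monoaminergic neuron markers (8 tested): 0 rose and 0 fell (list alone 1 and 0; 2 with unadjusted p under 0.05, 2 called by DESeq2; camera up, adjusted p = 0.21, 0.57 estimated). Dopaminergic neuron markers (5 tested): 0 rose and 0 fell (list alone 0 and 0; 0 with unadjusted p under 0.05, 0 called by DESeq2; camera up, adjusted p = 0.59, 0.76 estimated). Kenyon cell markers (17 tested): 1 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.072, 0.57 estimated). Olfactory projection neuron markers (8 tested): 2 rose and 0 fell (list alone 6 and 0; camera up, adjusted p = 3.9e-04, 0.34 estimated). Optic lobe neuron markers (15 tested): 3 rose and 0 fell (list alone 5 and 0; camera up, adjusted p = 0.017, 0.57 estimated). Peptidergic neuron markers (12 tested): 0 rose and 0 fell (list alone 0 and 0; 1 with unadjusted p under 0.05, 1 called by DESeq2; camera up, adjusted p = 0.37, 0.57 estimated). Photoreceptor markers (12 tested): 0 rose and 5 fell (list alone 0 and 10; camera down, adjusted p = 3.0e-09, 0.34 estimated). General glia markers (9 tested): 1 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.12, 0.57 estimated). Astrocyte markers (10 tested): 1 rose and 0 fell (list alone 1 and 0; camera up, adjusted p = 0.21, 0.57 estimated). Ensheathing glia markers (7 tested): 1 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.072, 0.57 estimated). Cortex glia markers (6 tested): 2 rose and 0 fell (list alone 2 and 0; camera up, adjusted p = 0.0015, 0.34 estimated). Surface glia markers (15 tested): 1 rose and 0 fell (list alone 4 and 0; camera up, adjusted p = 0.0042, 0.34 estimated). Hemocyte markers (10 tested): 0 rose and 0 fell (list alone 2 and 0; 4 with unadjusted p under 0.05, 2 called by DESeq2; camera up, adjusted p = 0.036, 0.57 estimated). Fat body markers (10 tested): 3 rose and 1 fell (list alone 4 and 2; camera up, adjusted p = 2.3e-11, 0.34 estimated). Muscle markers (7 tested): 0 rose and 0 fell (list alone 0 and 0; 0 with unadjusted p under 0.05, 0 called by DESeq2; camera down, adjusted p = 0.56, 0.76 estimated). Head epidermis and trachea markers (3 tested): 0 rose and 1 fell (list alone 0 and 1; camera down, adjusted p = 0.29, 0.57 estimated; median 0.05, mean -0.66, of different sign). Yp1, Yp2 and Yp3 are among the fat body markers.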
